# Vasoactive intestinal peptide promotes secretory differentiation and mitigates radiation-induced intestinal injury

**DOI:** 10.1186/s13287-024-03958-z

**Published:** 2024-10-08

**Authors:** Tatiana Agibalova, Anneke Hempel, H. Carlo Maurer, Mohab Ragab, Anastasia Ermolova, Jessica Wieland, Caroline Waldherr Ávila de Melo, Fabian Heindl, Maximilian Giller, Julius Clemens Fischer, Markus Tschurtschenthaler, Birgit Kohnke-Ertel, Rupert Öllinger, Katja Steiger, Ihsan Ekin Demir, Dieter Saur, Michael Quante, Roland M. Schmid, Moritz Middelhoff

**Keywords:** VIP, Intestinal progenitor cells, Irradiation, Regeneration

## Abstract

**Background:**

Vasoactive intestinal peptide (VIP) is a neuronal peptide with prominent distribution along the enteric nervous system. While effects of VIP on intestinal motility, mucosal vasodilation, secretion, and mucosal immune cell function are well-studied, the direct impact of VIP on intestinal epithelial cell turnover and differentiation remains less understood. Intestinal stem and progenitor cells are essential for the maintenance of intestinal homeostasis and regeneration, and their functions can be modulated by factors of the stem cell niche, including neuronal mediators. Here, we investigated the role of VIP in regulating intestinal epithelial homeostasis and regeneration following irradiation-induced injury.

**Methods:**

Jejunal organoids were derived from male and female C57Bl6/J, *Lgr5*-EGFP-IRES-CreER^T2^ or *Lgr5*-EGFP-IRES-CreER^T2^/*R26*R-LSL-TdTomato mice and treated with VIP prior to analysis. Injury conditions were induced by exposing organoids to 6 Gy of irradiation (IR). To investigate protective effects of VIP in vivo, mice received 12 Gy of abdominal IR followed by intraperitoneal injections of VIP.

**Results:**

We observed that VIP promotes epithelial differentiation towards a secretory phenotype predominantly via the p38 MAPK pathway. Moreover, VIP prominently modulated epithelial proliferation as well as the number and proliferative activity of Lgr5-EGFP^+^ progenitor cells under homeostatic conditions. In the context of acute irradiation injury in vitro, we observed that IR injury renders Lgr5-EGFP^+^ progenitor cells more susceptible to VIP-induced modulations, which coincided with the strong promotion of epithelial regeneration by VIP. Finally, the observed effects translate into an in vivo model of abdominal irradiation, where VIP showed to prominently mitigate radiation-induced injury.

**Conclusions:**

VIP prominently governs intestinal homeostasis by regulating epithelial progenitor cell proliferation and differentiation and promotes intestinal regeneration following acute irradiation injury.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-024-03958-z.

## Introduction

The activity and differentiation of intestinal stem and progenitor cells are closely modulated by signals from the stem cell niche [1]. The enteric nervous system (ENS) has been identified as an essential component of this niche, and close neuroepithelial communication has been reported between intestinal epithelial cells (IECs) and components of the ENS [2]. As such, the main transmitter of the ENS, acetylcholine, regulates epithelial proliferation via muscarinic receptors on target cells [3, 4]. In more detail, we could recently show that interruptions in epithelial muscarinic receptor signaling result in a reduction in Lgr5-EGFP^+^ progenitor cell numbers concomitant to a distinct compensatory expansion of Dclk1^+^ tuft cells [5]. VIP, the vasoactive intestinal peptide, represents a prominent neuronal mediator in the ENS next to acetylcholine [6]. VIP acts predominantly through its receptor VPAC1 and, to a lesser extent, VPAC2 or PAC1, which results in activation or modulation of adenylate cyclase activity, respectively [7]. VPAC1 appears expressed along the gastrointestinal system, while VPAC2 expression appears more prominent in the murine colon [7]. The main physiological functions of VIP in the adult intestine comprise promotion of epithelial luminal anion secretion, mucosal vasodilation as well as modulation of gastrointestinal motility and epithelial permeability [8].

Moreover, VIP appears to be involved in the control of epithelial proliferation, such that VIP agonism would reduce epithelial proliferation in human colonic mucosa [9]. Also, VIP agonism has been reported to potentially promote secretory cell differentiation via activation of p38 and to a lesser extent MEK/ERK 1/2 MAPK pathways [10]. In line, VIP knockout (KO) mice showed an increase in the length of small intestinal villi, yet the authors report an expansion of goblet cells [11]. Another study employing VIP KO mice similarly reported aberrant intestinal proliferation concomitant to a decrease in the expression of Paneth cell-specific products [12]. Also, a study reported a reduction in goblet cell numbers following pharmacologic VIP receptor antagonist treatment ex vivo [13]. Interestingly, VIP appears to exert its effect on proliferation mainly via VPAC1, since mice deficient in VPAC1 also showed upregulated intestinal proliferation [14].

VIP has also been proposed to impact intestinal regeneration. For instance, the mucosal VIP level has been reported to increase following acute intestinal injury, such as irradiation [15], while VIP receptor expression appears downregulated following irradiation [16]. In experimental mouse models of intestinal inflammation, such as DNBS- or DSS-induced colitis, VIP KO mice appear more susceptible to injury. In these models, daily intraperitoneal injection of VIP reduced the severity of the disease phenotype in DSS-treated VIP KO mice, or mice suffering from necrotizing enterocolitis, respectively [17, 18]. A similar protective effect of VIP has been reported in TNBS-treated BALB/c mice [19], and VIP treatment showed beneficial effects on intestinal epithelia in experimental infections with enteric pathogens [20]. Importantly, VIP has been reported to modulate mucosal innate lymphoid cell types [21, 22], enteric microbiota [23, 24] and to be produced by lymphocytes and induce anti-inflammatory cues in immune cells [25]. Hence, its reported effects on intestinal regeneration appear linked to its prominent role in immune cell modulation, yet its potential direct effects on intestinal epithelial homeostasis and regeneration have not been investigated in detail.

Here, we show that VIP prominently promotes the differentiation of secretory cells within the murine intestinal epithelium. Moreover, VIP regulates the number and proliferation of Lgr5-EGFP^+^ progenitor cells under normal homeostatic conditions. Interestingly, this becomes more apparent in the context of irradiation-induced injury, where VIP notably promotes intestinal epithelial regeneration. Collectively, our data demonstrate the prominent impact of VIP on intestinal epithelial homeostasis and support its potential role in promoting intestinal regeneration following acute intestinal injury.

## Methods

### Animals

All mice were maintained and bred under specific pathogen-free conditions and provided with the standard chow diet and water ad libitum in the animal facility of Klinikum rechts der Isar of Technical University of Munich. Mice were weaned 3 weeks after birth. Female and male adult mice were aged between 6 and 12 weeks at the time of sacrifice. C57Bl6/J (Strain #000664), *Lgr5*-EGFP-IRES-CreER^T2^ (Strain #008875) and *R26*R-LSL-TdTomato (Strain #007909) mice were obtained from the Jackson Laboratory (USA). For lineage tracing experiments, *Lgr5*-EGFP-IRES-CreER^T2^ were crossed with *R26*R-LSL-TdTomato mice to obtain *Lgr5*-EGFP-IRES-CreER^T2^ +/- *R26*R-LSL-TdTomato +/- progeny. To control for confounders, litter mates were used for control and treatment groups, and researchers were aware of the group allocation of each mouse at any time point of the experiment.

### In vivo injury model and VIP administration

For the in vivo application of VIP, male and female mice were injected intraperitoneally with 100 µl of either sterile water or VIP at a dose of 750 µg/kg on a daily basis for 5 consecutive days. For the irradiation experiments, female *Lgr5*-EGFP-IRES-CreER^T2^ mice at 7–9 weeks of age were used. Body weights of mice were recorded just before the irradiation procedure and then monitored daily until the end of the experiment. Mice were exposed to abdominal irradiation following anesthesia with medetomidine (0.5 mg/kg), midazolam (5 mg/kg) and fentanyl (0.05 mg/kg) applied intraperitoneally. To maintain body temperature and prevent eye dryness, anesthetized mice were kept on a heating pad before and after irradiation, and the eyes were protected with an eye cream. Mice were subjected to 12 Gy irradiation using the CIX2 X-Ray Irradiator (Xstrahl) (195 kV, 15 mA, 0.5 mm copper filter) at 488 mm table height and a dose rate of 1.33 Gy/min. During irradiation, mice were fixed on a plastic tray and shielded with lead plates exposing to irradiation only the abdominal area. Anesthesia was reversed by atipamezole (2.5 mg/kg), flumazenil (0.5 mg/kg) and naloxone (1.2 mg/kg) applied subcutaneously. VIP treatment was performed daily over a span of 3 consecutive days starting 72 h post-irradiation.

### Tissue collection

The entire small intestine was removed from a mouse following euthanasia employing isoflurane inhalation and cervical dislocation. After measuring the total length of the small intestine, the jejunum was extracted and rinsed with dPBS. The proximal part of the jejunum that was used for histological evaluation was cut open, preserved in a Swiss roll configuration, and fixed with 4% (v/v) PFA prior to embedding in paraffin or OCT (Tissue-Tek). Also, two small tissue pieces (3 mm) per proximal small intestine (jejunum) were placed on a tissue paper to remove excess water, weighted, snap-frozen in liquid nitrogen and stored at − 80 °C for subsequent ELISA analysis.

### Immunohistochemical staining

Tissue sections from paraffin-embedded blocks were incubated in Roti®Histol (Roth) for 2 × 10 min and subsequently rehydrated with ethanol at descending concentrations (Otto Fischer; 100%, 96%, 70%). For antigen retrieval, the slides were boiled in citrate buffer (Merck) for 15 min. Next, endogenous peroxidase was blocked with 3% (v/v) hydrogen peroxide (Merck) for 15 min. After permeabilization and blocking with normal goat serum, the tissues were incubated overnight with VPAC1 antibody (Thermo Fisher Scientific, #PA3-113, 1:500) and 4 drops/ml Biotin (Vector labs) at 4 °C. Next day, a secondary biotinylated goat-anti-rabbit antibody (Vector labs, #BA-1000, 1:500) was applied for 30 min, followed by a 30-min avidin–biotin peroxidase complex (Vector labs) incubation. The staining was developed using the DAB kit (Vector labs) and counterstained with hematoxylin (Merck).

### Histopathological evaluation

Intestinal tissues embedded in paraffin were sectioned, deparaffinized, and stained according to a standard hematoxylin and eosin (H&E) protocol, followed by histopathological evaluation by an experienced, blinded pathologist. The evaluation employed a scoring system that ranged from 0 (equivalent to germ-free mice without inflammation) to 12 (highly inflamed) and included several parameters, such as immune cell infiltrate, epithelial damage, and mucosal architecture/atypia.

### ELISA analysis

Snap-frozen tissue pieces were overlaid with 200 µl of dPBS, homogenized using SilentCrusher M (Heidolph) until no tissue remains were visible and centrifuged for 5 min at 5000 g. The supernatants were then preserved for further analysis. VIP and TNF-alpha levels were measured using Mouse VIP (Competitive EIA) ELISA Kit (LSBio, #LS-F4059) and Mouse TNF Alpha (Sandwich ELISA) ELISA Kit (LSBio, #LS-F5192), respectively, according to the manufacturer’s instructions. Obtained concentrations were normalized to tissue weights.

### Crypt isolation and organoid culture

For intestinal crypt isolation, the proximal murine jejunum was minced into small pieces and incubated with 10 mM EDTA at 4 °C with occasional shaking. Isolated crypts were released by vigorous pipetting with 10% (v/v) FBS in dPBS using a 10 ml serological pipette and collected by passing the suspension through a 70 µm cell strainer (Greiner). The crypts were pelleted, mixed with ice-cold Matrigel (Corning) and plated into 24 well plates. After Matrigel was allowed to solidify, pre-warmed growth medium was added to each Matrigel dome. The growth culture medium was prepared using Advanced DMEM/F12 Reduced Serum Medium (Gibco) supplemented with 1% (v/v) GlutaMAX (100x) (Gibco), 1 (v/v) % HEPES (1 M) (Gibco), 1% (v/v) Penicillin–Streptomycin (Gibco-122), B-27 (Gibco), N-2 (Gibco), 1 mM N-Acetyl-L-cysteine (Sigma-Aldrich), recombinant murine EGF (50 ng/mL, PeproTech), recombinant murine Noggin (100 ng/mL, PeproTech) and murine R-Spondin-1 (500 ng/mL; produced in-house using Cultrex HA-R-Spondin1-Fc 293T Cells, Bio-Techne, #3710-001-01).

In outlined experiments, organoids were stimulated with 100 nM VIP (Tocris, #1911) and inhibitors (Table S2) alone or in combination. Lineage tracing was induced by exposing organoids to 1 µM (Z)-4-Hydrotamoxifen (4-OHT) (Sigma-Aldrich) daily for 72 or 48 h together with VIP treatment.

### Irradiation of organoids

At 48 h after plating, organoids were exposed to 6 Gy of X-rays using the CIX2 X-Ray Irradiator (Xstrahl) (195 kV, 15 mA, 0.5 mm copper filter) at 488 mm table height and a dose rate of 1.33 Gy/min.

### Immunofluorescence

Immunostaining of organoids was performed in 24-well plates. The medium was removed from each well followed by a rinse with dPBS. Matrigel domes were then fixed with 4% (v/v) PFA for 20 min. Tissue sections from frozen OCT blocks or fixed organoids were washed and subjected to a blocking and permeabilization solution, containing 3% (w/v) BSA (Sigma-Aldrich) and 0.1% (v/v) Triton x-100 (Sigma-Aldrich) in dPBS (1 h for tissue; 2 h for organoids). The staining was performed overnight at 4 °C with polyclonal anti-lysozyme 1 rabbit primary antibody (Invitrogen, #PA5-16668, 1:200) or anti-MUC2 polyclonal antibody (Invitrogen, # PA5-79702, 1:200). Secondary antibody incubation was performed with anti-IgG Rabbit Alexa Fluor 596 (Invitrogen, #A-11012, 1:1000) for 1 h at RT (tissue) or overnight at 4 °C (organoids). For organoid imaging, the Matrigel domes were transferred to µ-slide 8-well chambers (ibidi). Counterstaining of nuclei was achieved using VECTASHIELD® Antifade Mounting Medium with DAPI.

### Analysis of gene expression

Organoids cultured in Matrigel were prepared for gene expression analysis by an incubation with Cell Recovery Solution (Corning) for 10 min on ice, removal of the supernatant and resuspension in RLT Lysis buffer (Qiagen) supplemented with 1% (v/v) β-mercaptoethanol (Sigma-Aldrich). RNA was extracted using the Maxwell 16 LEV simplyRNA kit (Promega). RNA concentration was determined using NanoDrop™ 2000 Spectrophotometer (Thermo Fisher Scientific) and normalized to the lowest concentration among each sample set. Subsequently, cDNA was synthesized using the QuantiTect Reverse transcription kit (Qiagen). The qPCR reaction was then conducted using the SYBR Green kit (Qiagen) with primers listed in Table S1. The relative quantitative gene expression was evaluated via the second derivative analysis followed by the ΔΔCT method using *Hmbs* gene expression for endogenous normalization.

### Cell survival analysis

For luminescent analysis, organoids were plated in opaque-walled 24-well cell culture plates. Cell viability was assessed using the CellTiter-Glo® 3D Cell Viability Assay (Promega), according to the manufacturer’s instructions. Shortly, before the analysis the medium was removed and 200 µl of CellTiter-Glo® 3D reagent was added to all wells. After 5 min of vigorous shaking on the orbital shaker the well plate was incubated for 25 min at 37 °C to induce cell lysis. The luminescent signal was detected using a plate reader.

### Flow cytometry and cell sorting

Single-cell dissociation was achieved with an incubation of organoids in TrypLE™ Express Enzyme (Thermo Fisher Scientific) for 10 min at 37 °C. Cells were stained with LIVE/DEAD™ Fixable Violet Dead Cell Stain Kit (Thermo Fisher Scientific, #L34964, 1:1000) for 20 min at 4 °C for live-dead discrimination. Single cells from isolated crypts were additionally incubated with CD326 (EpCAM) Antibody (Thermo Fisher Scientific, #17-5791-82, 1:400). The stained cell suspension was resuspended in FACS buffer (dPBS containing 1 mM EDTA and 1% (v/v) FBS). Flow cytometry analysis was performed using BD FACS Canto II (BD Bioscience) and FACS was performed using BD FACSAria Fusion (BD Bioscience). Flow cytometry data were analyzed using Flo Jo v.10.8.1 software.

### Edu proliferation assay

To assess cell proliferation, organoids were incubated for 2 h in the incubator with the corresponding growth medium containing 10 µM EdU reagent (Click-iT EdU Alexa Fluor 647 Flow Cytometry Assay kit, Invitrogen, #C10424). After incubation, the organoids were extracted from the Matrigel domes, dissociated into a single-cell suspension and stained for live/dead discrimination with LIVE/DEAD™ Fixable Violet Dead Cell Stain Kit (Thermo Fisher Scientific, #L34964, 1:1000) for 20 min at 4 °C. The fixation, permeabilization and click-iT reaction were performed according to the manufacturer’s instructions. The population of cells that incorporated the EdU reagent was measured at the APC channel (640 nm laser, 660/20 filter). The results were processed via the FlowJo v.10.8.1 software.

### TUNEL assay

Cell apoptosis was evaluated using the APO-BrdU™ TUNEL Assay Kit with Alexa Fluor™ 488 Anti-BrdU (Invitrogen). Organoids were extracted from the Matrigel domes and dissociated into a single-cell suspension, then fixed using 1% (v/v) PFA. After washing with dPBS, cells were incubated with ice-cold 70% (v/v) ethanol overnight at − 20 °C. DNA labeling and staining were performed as per product protocol. The population of cells positive for BrdU was measured at the FITC channel (488 nm laser, 530/30 filter). The results were processed via the FlowJo v.10.8.1 software.

### Western blotting

After extracting the organoids from Matrigel, these were lysed in RIPA lysis buffer (Sigma-Aldrich) supplemented with cOmplete EDTA-free Protease Inhibitor Cocktail (Sigma-Aldrich) and PhosSTOP (Roche). The lysis process was conducted on ice, with gentle agitation, for 30 min, followed by centrifugation at 15,000 g for 15 min at 4 °C. The resulting supernatants were either stored at − 80 °C or processed immediately. Protein concentrations were quantified using a Pierce BCA protein assay kit (Thermo Fisher Scientific). Samples were analyzed by SDS–polyacrylamide gel electrophoresis and transferred onto nitrocellulose membranes. These membranes were blocked with 5% (w/v) BSA containing 0.01% (v/v) Tween 20 (Sigma-Aldrich) in tris-buffered saline for 1 h at RT. Following the blocking step, the membranes were incubated overnight at 4 °C with either the Phospho-p38 MAPK (Thr180/Tyr182) Antibody (Cell Signaling, #9211, 1:1000) or the p38 MAPK Antibody (Cell Signaling, #9212, 1:1000). After three washing steps, the membranes were incubated with horseradish peroxidase-conjugated anti-rabbit secondary antibody (GE Healthcare, NA934VS, 1:50,000) for 1 h at RT and developed using an enhanced chemiluminescence system (GE healthcare). β-Actin was detected using Anti-β-Actin–Peroxidase antibody (Sigma-Aldrich, #A3854, 1:50,000) and served as a loading control.

### RNA sequencing

Library preparation for bulk-sequencing of poly(A)-RNA was done as described previously [26]. Briefly, cDNA was generated using oligo-dT primers with sample barcodes, unique molecular identifiers (UMIs), and adaptors. The cDNA was then amplified and fragmented using NEB UltraTM II FS kit. Sequencing was performed on a NextSeq 500 (Illumina) with 65 cycles for read1 (cDNA) and 19 cycles for read2 (barcodes and UMIs). Drop-seq pipeline (v1.0) was used to process the data and generate UMI tables [27]. Alignment was performed using a reference genome GRCm38, with gene annotations based on GENCODE M25.

### RNA sequencing analysis

Genome-wide differential gene expression analysis was calculated using the DESeq2 R package [28] for RNA Seq count data. A false discovery rate (FDR) of ≤ 0.05 was considered significant. Designs accounted for mouse identifier (where appropriate) and treatment, respectively. PCA was carried out using the plotPCA function from DESeq2. Genome-wide differential gene expression signatures as represented by Wald statistics per gene were interrogated by gene set enrichment analysis [29, 30] using modules ‘c2.cp’, ‘c3.tft.gtrd’, ‘c6.all’ and ‘h.all’ from the MSigDb version 7.4 [31].

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 10 Software. Differences between groups were assessed using Student’s t-test, one-way ANOVA and two-way ANOVA. For in vitro experiments paired comparisons were used. Statistical details and numbers of biological replicates (n) are provided in the legends accompanying every figure. Due to the orientational layout of the experiments, a priori sample size calculations were not possible. All animals from the in vivo experiments were included in the analysis. The work has been reported in line with the ARRIVE guidelines 2.0.

## Results

### VIP promotes secretory cell differentiation in intestinal organoids

In order to assess the direct effect of VIP on intestinal epithelia, we utilized the model of jejunal intestinal organoids generated from adult C57Bl/6 mice. Organoids were allowed to establish from intestinal crypts in vitro for 24 h, followed by treatment with 100 nM VIP for 72 h before proceeding to analysis (Fig. 1A). According to published single-cell RNA sequencing data, IECs, and the intestinal stem cell compartment in particular, show a prominent expression of *Vipr1*, with only minimal expression of *Vipr2* (genes, encoding VPAC1 and VPAC2, respectively) (Fig. 1B) [32]. We verified the presence of VPAC1 in the intestinal epithelium and observed particularly high expression levels at the base of jejunal crypts and in IECs within the transit amplifying zone (Fig. 1C). Since several reports suggested a role for VIP in modulating epithelial cell differentiation [10, 33], we first screened the treated organoids by qPCR for genes associated with differentiated epithelial cell lineages. Indeed, secretory cell differentiation appeared promoted in VIP-treated organoids as reflected by significant increases in the mRNA expression of the Paneth cell transcript *Lyz1* and the goblet cell transcripts *Muc2* and *Clca1* (Fig. 1D). In contrast, transcripts of endocrine or tuft cell lineages showed no changes, while interestingly *Lgr5* expression showed upregulated in VIP-treated organoids (Fig. 1D). Notably, a fraction of organoids treated with VIP acquired a more spheroid morphology after treatment onset (Fig. S1A). The adoption of a more secretory phenotype was further confirmed by immunostainings of organoids, which revealed the prominent expansion of Lyz1^+^ Paneth cells upon VIP treatment (Fig. 1E) and a trend towards an expansion of Muc2^+^ goblet cells (Fig. S1B).

**Fig. 1:**
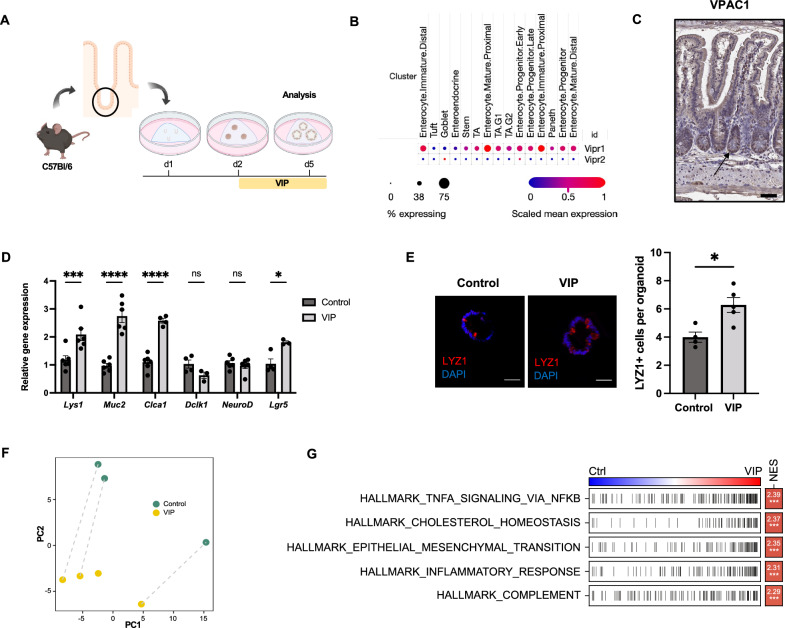
VIP modulates cellular differentiation towards a secretory phenotype. **A** Experimental setup and treatment scheme. **B** Expression of *Vipr1* and *Vipr2* genes in different epithelial compartments (based on single-cell RNA sequencing data set from [32]. **C** Immunohistochemical staining of VPAC1 in the murine small intestine (Scale bar = 100 µm). **D** qPCR analysis of differentiation markers of Paneth cells (*Lyz1*), goblet cells (*Muc2*, *Clca1*), tuft cells (*Dclk1*), enteroendocrine cells (*NeuroD*) and progenitor cells (*Lgr5*) upon VIP treatment. n = 3–6 per group. **E** Immunofluorescent analysis of LYZ1 staining in control and VIP-treated organoids (Scale bars = 50 µm). n = 4 (Control), n = 5 (VIP). **F** PCA of transformed count data from the bulk RNA sequencing of control and VIP-treated whole intestinal organoids. n = 3 (Control), n = 4 (VIP). **G** Hallmark gene-set enrichment analysis of differential gene expression in VIP-treated organoids; Ctrl = control, NES = normalized enrichment score. *p < 0.05, ***p < 0.001, ****p < 0.0001. Data are shown as means ± SEM, n = number of biological replicates. Statistical analysis was performed by two-way ANOVA with Šídák's multiple comparisons test (**D**) and paired Student’s *t*-test in (**E**)

To gain additional insights into potential transcriptional changes in view of potentially altered signaling pathways induced by VIP treatment, we performed bulk RNA sequencing analysis of treated and untreated jejunal whole organoids derived from C57Bl/6 mice. This analysis revealed a prominent separation of samples treated with VIP from untreated samples by principal component analysis (PCA) (Fig. 1F), reflecting significantly altered gene expression profiles. 

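RNA was sequenced from whole jejunal organoids of 4 mice, treated with 100 nM VIP for 72 h in all 4 mice and left untreated in 3 of them. The method captures the 3′ ends of polyadenylated transcripts and tags each captured molecule with a unique molecular identifier (UMI), so that amplified copies of one molecule are counted once. The authors deposited raw UMI counts per gene and library, without normalization. Each culture was sequenced as a pair of technical replicate libraries, apart from the untreated culture of mouse 3 with 1 library, and the libraries of a culture were summed. This gave between 3722716 and 5772166 UMIs per untreated sample (median 4899916) and between 5476614 and 6330404 per VIP-treated sample (median 5966852). VIP-treated and untreated organoids were compared with edgeR's quasi-likelihood test after TMM normalization, with the mouse as a block. Each treated culture is thereby set against the untreated culture of the same mouse, and mouse 4, which has no untreated sample, adds nothing to the fold changes. The test covered the 12727 genes with enough counts for edgeR's filter, and p-values were adjusted by the Benjamini-Hochberg method.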

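The PCA was repeated on the 500 most variable genes after the variance-stabilizing transformation of DESeq2. PC1 held 55.7% of the variance and PC2 31.9%, and in all 3 mice with both treatments the VIP-treated sample was shifted in the same direction on both components. Treatment accounted for 83.1% of the variance within mice over these genes, against an average of 33.3% over the 4 ways of assigning the labels within mice. An exact permutation test over these assignments gave p = 0.25 (one-sided), the smallest value that 3 mice allow. The share was lowest with the 2000 most variable genes (73.1%) and highest without mouse 3 (95.1%).
With an adjusted p of 0.05 or less, 614 genes were differentially expressed in VIP-treated organoids, 474 higher and 140 lower, and 2090 genes had an unadjusted p under 0.05. Of the 614 genes, 608 changed in the same direction in all 3 mice. Mucl3 had a log2 fold change of 4.17 (SE 0.28, adjusted p = 8.19e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 mice). Pgam2 and Vsig1, with 1 and 3 UMIs in the untreated samples together, were at least 3.30-fold and at least 5.00-fold higher with VIP. The strongest decreases were a log2 fold change of −1.94 for Cyp2c38, −1.69 for Ces2a and −1.62 for Apoa2, each in 3 of 3 mice (adjusted p = 0.00540, 7.93e-07 and 2.92e-04 in the same edgeR test). Over all alternatives the highest adjusted p was 0.304 for Cyp2c38, 0.121 for Apoa2 and 0.0320 for Ces2a. Cyp2c38 has near-identical paralogs, so its count is uncertain. Of the 15 genes that the paper names, 13 could be tested, and Clca1, Muc2, Actb and Gnai2 were past the threshold, a count of 4 over all genes as well as adjusted over the list alone. The number of genes was 300 with DESeq2's Wald test (240 higher, 60 lower) and 99 without the mouse as a block (89 higher, 10 lower).
The number of genes also depended on 1 culture. Without mouse 3, 1668 genes passed (1084 higher, 584 lower), against 377 without mouse 1 (311 higher, 66 lower) and 363 without mouse 2 (268 higher, 95 lower). The goblet cell gene Clca1, on chromosome 3 of GRCm38 from 145003817 to 145032776 in GENCODE M21, shows the libraries behind this. In the library labelled as the second technical replicate of VIP-treated mouse 3, Clca1 had 52.3 counts scaled to library size (CPM), where the 5 untreated libraries had 40.2 to 60.9 and the other 7 VIP libraries 172.9 to 324.9. Without this library, a setting chosen after the data were examined, 1261 genes passed (820 higher, 441 lower). Without the first library of the same culture 0 genes passed, with 720 at an unadjusted p under 0.05, and 418 to 623 genes passed when any other technical replicate library was left out. From the separation of the samples in Fig. 1F, the paper reasons that VIP altered the gene expression profiles.

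**Figure D1:**
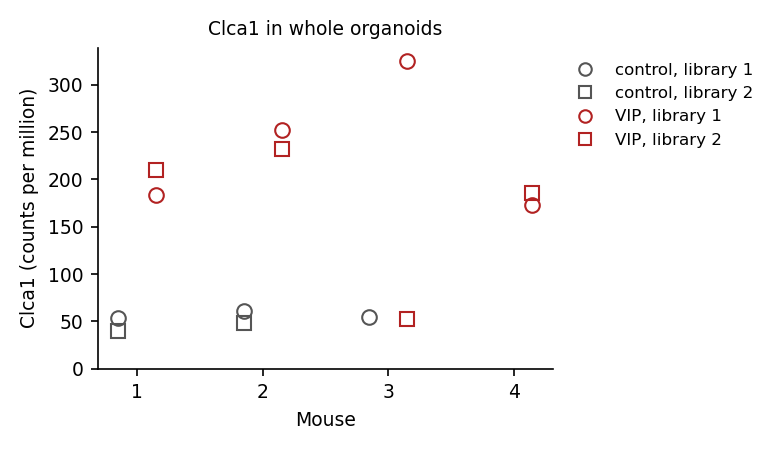
Clca1 in CPM, counts scaled to library size (vertical axis) in every library of whole organoids, by mouse (horizontal axis), with circles for the first and squares for the second technical replicate library, in grey for untreated and red for VIP-treated organoids. The square at 52.3 in mouse 3 is the library labelled VIP that lies in the range of the untreated libraries.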

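To see whether genes of one pathway moved together, gene lists were tested against all other genes with limma's cameraPR on the signed statistics of the edgeR test, with a preset inter-gene correlation of 0.01. Of the 25 lists, those for G2M checkpoint and S phase were the human cell cycle lists shipped with Seurat, in mouse spelling. The others were written from general knowledge of pathways and cell types. All lists stand in for the hallmark gene sets of MSigDB and are not the same sets. In VIP-treated whole organoids, 19 of the 25 lists had a Benjamini-Hochberg adjusted cameraPR p of 0.05 or less. Of the 82 members of the TNF-alpha/NF-κB list that could be tested, 62 were higher with VIP. Within mice, the median member rose by 0.22 ± 0.06 on the log2 scale relative to the median of all genes (mean ± SD of 3 mice, higher in 3 of 3, adjusted p = 3.83e-09 in cameraPR). The epithelial-mesenchymal transition list had 43 of 58 members higher and a within-mouse shift of 0.37 ± 0.02 (3 of 3 mice, adjusted p = 5.34e-09 in cameraPR). The inflammatory response list had 59 of 75 members higher and a shift of 0.22 ± 0.02 (3 of 3 mice, adjusted p = 7.54e-08 in cameraPR). It shares 22 of its listed genes with the TNF-alpha/NF-κB list. The lists for complement (27 of 38 members higher) and cholesterol biosynthesis (25 of 26) were also past the threshold, with adjusted cameraPR p-values of 6.19e-08 and 3.83e-05 and shifts of 0.18 ± 0.07 and 0.18 ± 0.17, higher in 3 of 3 mice. Without mouse 2 the value for cholesterol biosynthesis was 0.0927, in a range of 3.09e-06 to 0.643 over all its alternatives. An exact sign-flip permutation test of a shift over 3 mice cannot go below p = 0.25 (two-sided), the value of these 5 lists.
Among single genes, 16 members of the TNF-alpha/NF-κB list were past the threshold over all genes (15 higher, 1 lower) and 28 when adjusted over the list alone. The corresponding counts were 14 and 20 for epithelial-mesenchymal transition, and 12 and 19 for the inflammatory response. The members with the smallest p were F3 (log2 fold change 1.61), Areg (1.15) and Plaur (1.34) for TNF-alpha/NF-κB. For epithelial-mesenchymal transition they were Capg (2.59), Pmp22 (3.57) and Areg, and for the inflammatory response F3, Gch1 (1.08) and Plaur. The largest adjusted p of these genes in edgeR's quasi-likelihood test was 8.45e-05 for Plaur, and each was higher in 3 of 3 mice. Tnf itself had a log2 fold change of 0.81 (SE 0.53, adjusted p = 0.505 in the same edgeR test) and reversed to −0.02 without mouse 1.
The list results depended on the test used. With limma's fry rotation test, 9 lists passed, among them TNF-alpha/NF-κB (adjusted p = 0.0500), epithelial-mesenchymal transition (0.0180) and inflammatory response (0.0308). With limma's camera and a correlation estimated from these samples 0 lists passed, with 6 at an unadjusted p under 0.05, and the adjusted p of the 3 lists was 0.188, 0.117 and 0.188, the highest of all alternatives, whose lowest values were 1.80e-11, 4.00e-12 and 1.07e-08. The cameraPR test also passed 11 to 13 lists in each of the 3 other assignments of the labels within mice, in which no single gene passed. Of the 4 assignments, the real one included, TNF-alpha/NF-κB and inflammatory response passed in 3 each and epithelial-mesenchymal transition in 2.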

VIP-treated organoids were enriched for signaling pathways such as TNF-alpha/NF-κB, epithelial-mesenchymal transition and inflammatory response (Fig. 1G), which pointed to significant changes in gene transcription induced by VIP.

### VIP induces secretory cell differentiation via the p38 MAPK pathway

The effect of VIP agonism on secretory cell gene expression has been associated with phosphorylation of p38 and to a lesser extent ERK [10]. To explore the mechanism of VIP action within our model, we subjected organoids to distinct inhibitors targeting potential downstream signaling effectors of VIP simultaneous to VIP treatment (Fig. 2A). The inhibitors included p38 MAPK inhibitor SB202190, NF-κB inhibitor BMS-345541, MEK1 MAPK inhibitor PD98059, c-Jun N-terminal kinase inhibitor II and PKC inhibitor Staurosporine. Our analysis demonstrated that the upregulation of markers associated with secretory cell differentiation in VIP-treated organoids was most effectively diminished by co-treatment with the p38 MAPK inhibitor SB202190 and the MEK1 MAPK inhibitor PD98059, suggesting a prominent role of the MAPK pathway in mediating the effect of VIP on cell differentiation (Fig. 2B). In line, immunoblot analysis revealed the upregulation of p38 MAPK phosphorylation at Thr180/Tyr182 in VIP-treated organoids (Fig. 2C), which would indicate activation of p38 MAPK by VIP [34]. This was further confirmed by immunostainings showing that the expansion of Lyz1^+^ cells induced by VIP treatment was significantly reduced by the addition of the p38 MAPK inhibitor SB202190 (Fig. 2D). In contrast, inhibition of MEK1 MAPK, c-Jun, PKC and NF-κB pathways showed only minimal or no effects on VIP-induced differentiation both on mRNA and protein levels (Fig. 2B, E). These findings confirm the prominent modulation of secretory cell differentiation by VIP, which appears mediated by VIP-induced intracellular activation of p38 MAPK.

**Fig. 2:**
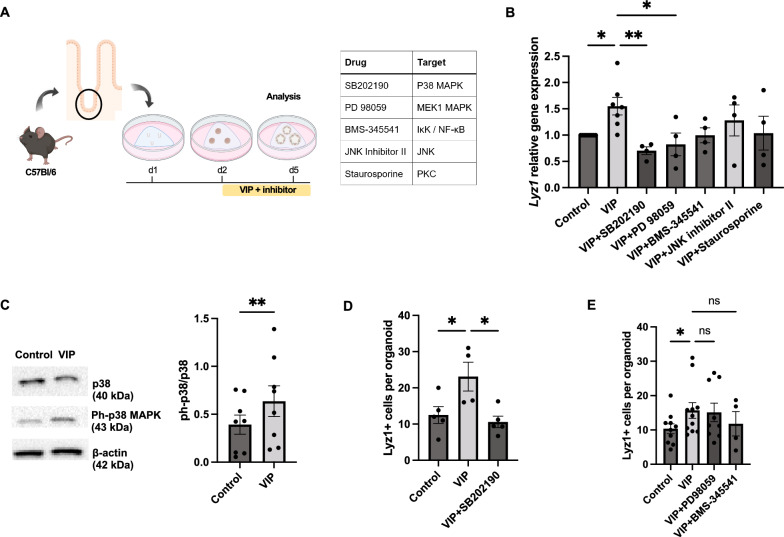
VIP induces secretory cell differentiation in organoids by activating the p38 MAPK pathway. **A** Experimental setup and inhibitors with signaling targets. **B** qPCR analysis of the secretory differentiation marker *Lyz1* in VIP-treated organoids in the presence of inhibitors targeting potential downstream signaling pathways. n = 8 (VIP), n = 4 (all other groups). **C** Western blot analysis showing p38 MAPK pathway activation upon VIP treatment (n = 8 per group), full-length blots are shown in Fig. S5. **D**, **E** Quantification of LYZ1 + cells per organoid revealed by immunofluorescent analysis following indicated inhibitor treatments. n = 4 (Control; VIP), n = 5 (VIP + SB202190) in (**D**), n = 10 (Control), n = 12 (VIP), n = 9 (VIP + PD98059), n = 4 (VIP + BMS-345541) in (**E**). *p < 0.05, **p < 0.01. Data are shown as means ± SEM, n = number of biological replicates. Statistical analysis was performed by paired Student’s *t*-test in (**C**), one-way ANOVA with Tukey's multiple comparisons test in (**B**, **D**), and Mixed effects with Dunnett's multiple comparisons test in (**E**)

### VIP directly modulates Lgr5-EGFP^+^ progenitor cell numbers and IEC proliferation

In view of the prominent effect of VIP on epithelial differentiation, we next questioned if VIP exerts a direct effect on intestinal stem and progenitor cells. To this end, we derived jejunal organoids from adult *Lgr5*‐EGFP-IRES-CreER^T2^ reporter mice and treated them, following establishment, with 100 nM VIP in vitro for 72 h (Fig. 3A). Indeed, flow cytometry analysis revealed an expansion of Lgr5-EGFP^+^ progenitor cells upon VIP treatment (Fig. 3B). Furthermore, a marked decrease in the proportion of proliferating cells in VIP-treated organoids was observed employing EdU assay (Fig. 3C), which was consistent with previous findings demonstrating the anti-proliferative activity of VIP in the small intestine [12]. Next, to elucidate whether this reduction in proliferation coincided with reduced stem cell turnover, we analyzed VIP-treated organoids derived from *Lgr5*-IRES-CreER^T2^/*R26*R-LSL-TdTomato mice following induction with 4-OHT. Interestingly, VIP treatment led to a significant reduction in the progeny of Lgr5-EGFP^+^ cells (Fig. 3D).

**Fig. 3:**
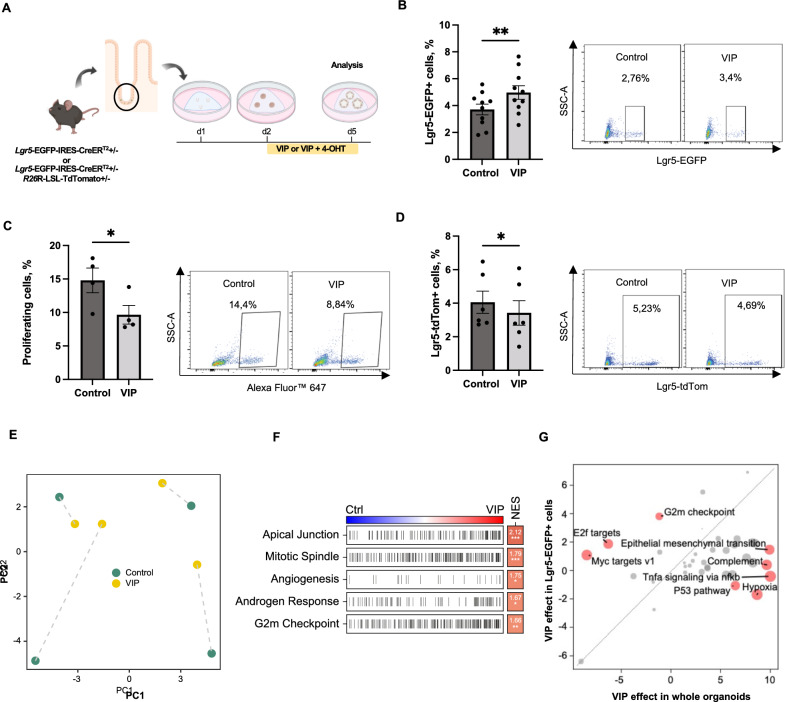
VIP modulates Lgr5-EGFP + progenitor cell number and progeny in vitro. **A** Experimental outline and treatment scheme. **B** Quantification of Lgr5-EGFP + progenitor cells in VIP-treated organoids by flow cytometry (n = 10 per group). **C** Analysis of cellular proliferation following VIP treatment by EdU assay (n = 4 per group). **D** Flow cytometry analysis of Lgr5-EGFP + cell progeny following VIP treatment (n = 6 per group). **E**, PCA of transformed count data from bulk RNA sequencing of Lgr5-EGFP + progenitor cells isolated from intestinal control organoids and organoids treated with VIP. **F** Hallmark gene-set enrichment analysis of differential gene expression in Lgr5-EGFP + progenitor cells isolated from VIP-treated organoids; Ctrl = control, NES = normalized enrichment score. **G** VIP-induced differential upregulation of hallmark pathways in Lgr5-EGFP + progenitor cells compared to treated whole organoids. *p < 0.05, **p < 0.01. Data are shown as means ± SEM, n = number of biological replicates. Statistical analysis was performed by paired Student’s *t*-test in (**B**–**D**)

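Lgr5-EGFP+ cells carry EGFP at the Lgr5 locus, which marks stem and progenitor cells, and were sorted from organoids of 4 reporter mice. From each mouse, 1 sample of cells from organoids treated with 100 nM VIP for 72 h and 1 from untreated organoids were sequenced as UMI counts. The samples held between 592632 and 864670 UMIs without treatment (median 618642) and between 575242 and 1104126 with VIP (median 609406), less than in the whole organoids. The test covered the 6778 genes with enough counts for edgeR's filter. On counts simulated from these samples with known changes, the test recovered 95.5% of 177 changed genes, with 3.31% false calls. The simulated changes were drawn at a log2 fold change of at least 1 in either direction. The recovered share therefore says nothing about smaller changes. The comparison of VIP with no treatment again had the mouse as a block.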

To investigate the observed effects of VIP treatment on Lgr5-EGFP^+^ progenitor cells in more detail, we performed bulk RNA sequencing analysis of Lgr5-EGFP^+^ progenitor cells isolated from both treated and untreated organoids derived from *Lgr5*‐EGFP-IRES-CreER^T2^ reporter mice. This analysis also revealed a clear separation between treated and untreated Lgr5-EGFP^+^ progenitor cells according to the PCA (Fig. 3E). 

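In the PCA of these 8 samples, PC1 held 35.6% of the variance and PC2 19.7%. On PC1 the VIP-treated sample lay higher than the untreated sample of the same mouse in 2 of 4 mice and lower in the other 2, and treatment accounted for 5.92% of the variance within mice on this component. On PC2 it lay higher in 3 mice and lower in 1, with a share of 66.8%. Over all 500 genes, treatment accounted for 32.9% of the variance within mice, where the 8 ways of assigning the labels within mice average 25%. The real assignment gave the highest share of these 8 (exact permutation test, p = 0.125, one-sided, the smallest value that 4 mice allow). The share lay between 28.7% with 2000 genes and 40.7% without mouse 3, where the average of the assignments is 33.3%.
At the level of single genes, 6 genes passed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 higher and 2 lower with VIP, and 373 had an unadjusted p under 0.05. Of the 6 genes, 5 changed in the same direction in 4 of 4 mice. S100a6 had a log2 fold change of 1.68 (SE 0.16, adjusted p = 1.40e-07) and Defa3 of 1.27 (SE 0.16, adjusted p = 4.42e-05) in this edgeR test. For Reg1 the log2 fold change was 2.28 (SE 0.34, adjusted p = 5.00e-04 in the edgeR test), with 1 sample, VIP-treated mouse 4, at 176 CPM and the other 3 VIP-treated samples at 17.8 to 23.9 CPM. Without mouse 4 its log2 fold change was 1.56 and its adjusted edgeR p 0.764. Lower with VIP were Fcgbp (log2 fold change −0.97, adjusted p = 0.00511 in edgeR) and Plgrkt (−0.78, adjusted p = 0.0151 in edgeR). The remaining gene, Defa38 (log2 fold change 1.61, adjusted p = 0.00511 in edgeR), did not change in the same direction in every mouse and was chosen after its values were seen. Fcgbp was not past the threshold without mouse 1 or mouse 2 (adjusted p of 0.114 and 0.104), nor Plgrkt without mouse 1 or mouse 4 (0.204 and 0.357). Over all alternatives the adjusted p was 4.52e-04 to 0.311 for Fcgbp, 0.00388 to 0.357 for Plgrkt and 1.32e-07 to 0.764 for Reg1. For Defa3 it was 5.41e-08 to 0.528. Defa3 and Defa38 belong to a multigene family of near-identical copies, so their counts are uncertain. The number of genes ranged from 1 without the mouse as a block to 17 without mouse 3 (11 higher, 6 lower). It was 3 without mouse 1, 11 without mouse 2 (9 higher, 2 lower) and 14 with library size as the only normalization (10 higher, 4 lower).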

In treated Lgr5-EGFP^+^ progenitor cells, VIP treatment induced a notable upregulation of hallmark gene sets related to apical junction, mitotic spindle and G2M checkpoint (Fig. 3F), which supports the observed expansion of Lgr5-EGFP^+^ progenitor cells following VIP treatment. 

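In VIP-treated Lgr5-EGFP+ cells, 7 of the 21 lists with at least 5 testable members were past the threshold of the cameraPR test. The apical junction list had 40 of 54 members higher with VIP and a within-mouse shift of 0.15 ± 0.10 on the log2 scale (mean ± SD, higher in 4 of 4 mice, adjusted p = 2.21e-04 in limma's cameraPR test). In the mitotic spindle list 76 of 110 members were higher, but the shift of 0.11 ± 0.19 was smaller than its spread and positive in 2 of 4 mice (adjusted p = 0.00567 in cameraPR). The G2M checkpoint list had 33 of 51 members higher and a shift of 0.12 ± 0.04 (4 of 4 mice, adjusted p = 0.0161 in cameraPR). The exact sign-flip permutation test (two-sided) gave p = 0.125 for apical junction and G2M checkpoint, the smallest that 4 mice allow, and p = 0.5 for mitotic spindle. The list of intestinal stem cell genes was higher as well (16 of 17 members, shift 0.16 ± 0.16, 4 of 4 mice, adjusted p = 2.09e-04 in cameraPR), and that of goblet cell genes lower (2 of 13 members higher, shift −0.28 ± 0.10, lower in 4 of 4 mice, adjusted p = 1.78e-04 in cameraPR).
No member of the 3 proliferation and junction lists passed as a single gene, neither over all genes nor adjusted over the list alone. At an unadjusted p under 0.05 there were 6 members of apical junction, 7 of mitotic spindle and 3 of G2M checkpoint. For mitotic spindle the smallest p were those of Nek2 (log2 fold change 0.87), Ect2 (0.60) and Myo1e (0.85), and for G2M checkpoint those of Nek2, Ect2 and Top2a (0.28), each higher in 4 of 4 mice. Lgr5 itself had a log2 fold change of 0.38 (SE 0.27, adjusted p = 0.934 in edgeR's quasi-likelihood test) and was higher in 2 of 4 mice.
Single mice decided some of these calls. The adjusted cameraPR p of mitotic spindle was 0.427 without mouse 3 and 0.0738 without mouse 4, and that of G2M checkpoint 0.0699 and 0.0978. Over all alternatives, the adjusted p ranged from 5.47e-05 to 0.392 for apical junction, from 2.26e-04 to 0.592 for mitotic spindle and from 0.00284 to 0.553 for G2M checkpoint, each lowest with fgsea on DESeq2's Wald statistics. The highest values for apical junction and mitotic spindle came from limma's camera with an estimated correlation, under which 0 lists passed, as under limma's fry. At an unadjusted p under 0.05 these tests had 2 and 3 lists. With the Reactome set for mitotic prometaphase in place of the list, the adjusted p of both proliferation lists was 0.553. When the VIP and control labels were swapped within mice, mitotic spindle passed in 4 of the 8 assignments, the real one included, apical junction in 2 and G2M checkpoint in 1. The irradiation experiment also held Lgr5-EGFP+ cells of 4 other mice given VIP without irradiation. The paper's text does not name their treatment time. In those cells the within-mouse shifts were 0.007 ± 0.046 for apical junction, 0.011 ± 0.037 for mitotic spindle and 0.060 ± 0.056 for G2M checkpoint. The shifts were positive in 3, 3 and 4 of 4 mice, with adjusted p-values of 0.242, 0.382 and 0.0794 in fgsea. The paper reasons from the upregulation of these gene sets that it supports the expansion of Lgr5-EGFP+ cells observed with VIP (Fig. 3F).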

The comparison with our bulk RNA sequencing data from whole VIP-treated organoids further revealed that the transcriptional profiles associated with proliferation (upregulated mitotic spindle or G2M checkpoint gene sets) clearly clustered with the isolated Lgr5-EGFP^+^ progenitor cells (Fig. 3G). In contrast, pathways like TNF-alpha/NF-κB signaling pathway and epithelial-mesenchymal transition clustered with the VIP effect on whole organoids (i.e., non-Lgr5-EGFP^+^ cell types), thus indicating that VIP may induce compartment-specific transcriptional changes in IECs (Fig. 3G).

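Whether the response to VIP differs between Lgr5-EGFP+ cells and whole organoids was tested as an interaction in 1 edgeR model of both experiments with 15 samples. The compartments come from different mice and separate experiments, which the mouse terms absorb, so only the changes within mice are compared. For the G2M checkpoint list, 35 of 54 members rose more in the sorted cells than in whole organoids (adjusted p = 0.0187 in limma's cameraPR test). In whole organoids alone its shift was 0.00 ± 0.06, higher in 1 of 3 mice (adjusted p = 0.838 in cameraPR). For mitotic spindle the interaction was not past the threshold, with 90 of 161 members rising more in the sorted cells (adjusted p = 0.404 in cameraPR), and the list also rose in whole organoids, with 113 of 175 members higher (shift 0.07 ± 0.11, 2 of 3 mice, adjusted p = 0.0189 in cameraPR). No member of either list passed as a single gene in the interaction, also when adjusted over the list alone. At an unadjusted p under 0.05 there were 9 members of mitotic spindle and 3 of G2M checkpoint. The members with the smallest p included Nek2, with a log2 difference of 0.94 (SE 0.29), and Hdac6, with 1.90 (SE 0.65). The others were Cdc42ep1 (0.53) for mitotic spindle, and Ect2 (0.61) and G2e3 (0.59) for G2M checkpoint.
The G2M checkpoint call was lost without mouse 2 of both experiments (adjusted p = 0.126 in cameraPR) and without mouse 4 (0.0751), under limma's fry and under the estimated correlation. Over all alternatives its adjusted p ranged from 0.00288 to 0.145. For mitotic spindle the adjusted p ranged from 0.0172 with the first technical replicate library of each culture only to 0.940 without mouse 4. In 40 draws that swapped labels within mice, the real labels included, G2M checkpoint passed in 4 and mitotic spindle in 11.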

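In the same interaction, 24 of 71 testable members of the TNF-alpha/NF-κB list rose more in Lgr5-EGFP+ cells than in whole organoids, so that the list as a whole rose less there (adjusted p = 3.36e-04 in limma's cameraPR test). The same held for epithelial-mesenchymal transition, where 11 of 39 members rose more in the sorted cells (adjusted p = 0.00102 in cameraPR). In Lgr5-EGFP+ cells alone, the shifts were −0.07 ± 0.07 for TNF-alpha/NF-κB (lower in 3 of 4 mice, adjusted p = 0.477 in cameraPR) and −0.12 ± 0.08 for epithelial-mesenchymal transition (lower in 4 of 4 mice, adjusted p = 0.392 in cameraPR). At the lower depth of the sorted cells only 39 and 18 members of the 2 lists could be tested in them. With limma's fry and with the estimated correlation both interactions stayed past the threshold, at adjusted p-values of 0.0395 and 0.0428. Over all alternatives they ranged from 1.38e-05 to 0.0428 for TNF-alpha/NF-κB and from 1.17e-04 to 0.103 for epithelial-mesenchymal transition, the highest with the Reactome set for extracellular matrix organization. In 40 draws that swapped labels within mice, the real labels included, TNF-alpha/NF-κB passed in 12 and epithelial-mesenchymal transition in 13. Both passed in all 12 draws that kept the labels of the whole organoids together, so that these calls did not depend on the VIP labels of the sorted cells.
Among single genes, 15 of the 10194 genes tested had an interaction past the threshold of edgeR's quasi-likelihood test, 2 rising more and 13 rising less in the sorted cells, and 636 had an unadjusted p under 0.05. Neither list had a member among the 15. Adjusted over the list alone, 6 members of TNF-alpha/NF-κB and 3 of epithelial-mesenchymal transition passed. The smallest p were those of Areg, with a log2 difference of −1.59 (SE 0.34, adjusted p = 0.0677 over all genes in edgeR's quasi-likelihood test), Plaur (−2.05), Klf4 (−1.51) and Tnfrsf12a (−0.83). Areg and Klf4 were past the threshold without mouse 3 of both experiments (adjusted p of 0.00390 and 0.0437, in ranges of 0.00175 to 1.00 and 0.0232 to 0.992 over all alternatives). The number of genes was 39 without mouse 3 (5 rising more, 34 rising less), and 6, 5 and 4 without mouse 1, 2 and 4. Without the mouse as a block 0 genes passed and 413 had an unadjusted p under 0.05. Omitting the second VIP library of whole-organoid mouse 3, a setting chosen after the data were examined, gave 27 genes (3 rising more, 24 rising less) and an adjusted p of 0.0262 for Areg and 0.0281 for Tnfrsf12a, the latter in a range of 0.0281 to 1.00 over all alternatives. With all genes that had any count, 55 genes passed (12 rising more, 43 rising less). From the different position of the pathways in Fig. 3G, the paper proposes that VIP induces compartment-specific transcriptional changes.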

### VIP mitigates irradiation-induced acute epithelial injury in vitro

VIP has been shown to play a role in tissue responses to injuries, particularly in the context of irradiation-induced damage [15, 16]. Since Lgr5-EGFP^+^ progenitor cells have been described to be essential for intestinal regeneration [35] and in view of the prominent modulation of Lgr5-EGFP^+^ progenitor cell behavior by VIP in vitro, we next aimed to explore the potential impact of VIP on intestinal epithelial recovery following acute tissue damage. To achieve this, we established an acute injury model using ionizing irradiation. In this model, we subjected organoids to 6 Gy of ionizing irradiation on day 5 post-plating, followed by VIP treatment for the next 48 h (Fig. 4A). Following exposure to ionizing irradiation, we observed an expected, significant depletion of Lgr5-EGFP^+^ cells and their progeny in comparison to sham-irradiated samples (Fig. S2A and B) as well as a decrease in overall cell proliferation (Fig. S2C).

**Fig. 4:**
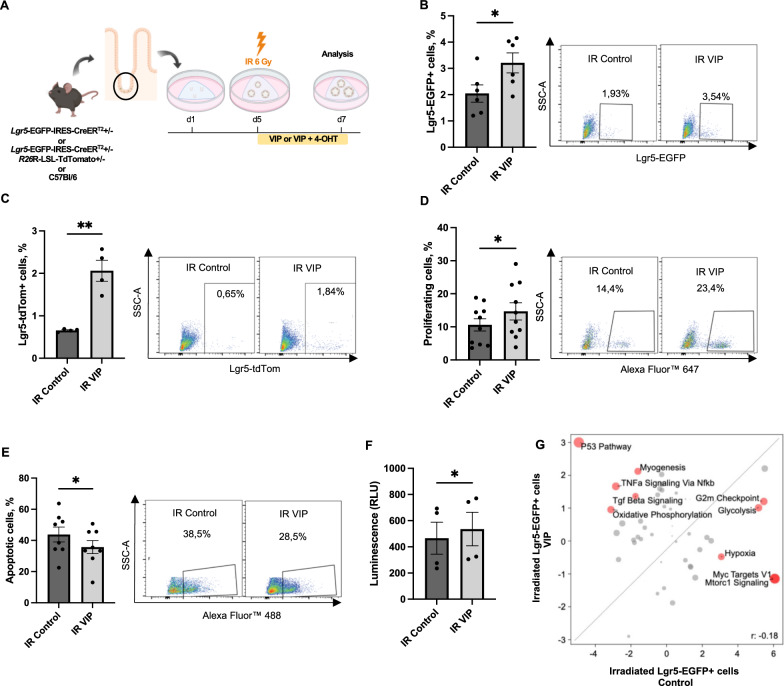
VIP mitigates irradiation-induced injury in intestinal organoids. **A** Experimental outline and treatment scheme. **B** Flow cytometry analysis of Lgr5-EGFP + progenitor cells in irradiated organoids following VIP treatment (n = 6 per group). **C** Flow cytometry analysis of Lgr5-EGFP + cell progeny in irradiated organoids following VIP treatment (n = 4 per group). **D** Analysis of cell proliferation in irradiated organoids following VIP treatment determined by EdU assay (n = 10 per group). **E** Quantification of apoptotic cells in irradiated organoids following VIP treatment determined by TUNEL assay (n = 8 per group). **F** CellTiter-Glo assay showing increased ATP levels in irradiated organoids following VIP treatment (n = 4 per group). **G** VIP-induced differential upregulation of hallmark pathways in Lgr5-EGFP + progenitor cells in irradiated samples compared to irradiated organoids in the absence of VIP. *p < 0.05, **p < 0.01. Data are shown as means ± SEM, n = number of biological replicates. Statistical analysis was performed by paired Student’s *t*-test in (**B**–**F**)

In the context of acute irradiation, subsequent VIP treatment indeed reversed the reduction of Lgr5-EGFP^+^ progenitor cell number induced by irradiation (Fig. 4B). This expansion of Lgr5-EGFP^+^ progenitor cells, in turn, appeared to trigger a notable increase in their progeny (Fig. 4C), pointing at the capacity of VIP to mitigate irradiation-induced damage to Lgr5-EGFP^+^ progenitor cell function. Consistent with these findings, we observed an increase in overall proliferation induced by VIP treatment following irradiation injury, as demonstrated by EdU assay (Fig. 4D). Furthermore, VIP treatment appeared also associated with a reduction in apoptosis in treated irradiated organoids (Fig. 4E), which supported enhanced cell survival as corroborated by an ATP-based CellTiter-Glo assay (Fig. 4F).

To gain additional insights, we performed bulk RNA sequencing analysis of irradiated Lgr5-EGFP^+^ progenitor cells in the presence or absence of VIP treatment. This analysis revealed a prominent induction of the hallmark pathway p53 in VIP-treated Lgr5-EGFP^+^ progenitor cells following irradiation (Fig. 4G), which suggests that VIP induces distinct signaling pathways in intestinal stem and progenitor cells in injury conditions as compared to homeostasis (Fig. 3G).

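Organoids of 4 reporter mice were irradiated with 6 Gy or not irradiated, and from each mouse Lgr5-EGFP+ cells were sequenced with and without 100 nM VIP. The irradiated organoids were treated for 48 h, and the paper's text does not name the treatment time of the non-irradiated ones. UMIs per sample were between 1075715 and 1804839 in irradiated untreated cells (median 1411216) and between 1251369 and 1876729 in irradiated cells with VIP (median 1777684). Non-irradiated cells had between 1525664 and 1798669 UMIs without VIP (median 1606742) and between 1331494 and 1641900 with VIP (median 1452040). All 16 samples were fitted together in edgeR with the mouse as a block, and 9976 genes could be tested for VIP with and without irradiation, for irradiation in untreated cells, and for the interaction of VIP with irradiation.
Over all genes, VIP changed 22 genes in irradiated cells (13 higher, 9 lower) and 574 had an unadjusted p under 0.05. All 22 changed in the same direction in 4 of 4 mice. Cbs (log2 fold change 0.94) and 2210407C18Rik (0.75) rose most, next to the pseudogene Gm10059, which had at most 3 UMIs in any untreated irradiated sample and was at least 3.24-fold higher. Rbp2 (−1.60), Cyp2c29 (−2.00) and Defa-ps6 (−2.62) fell most, and the adjusted edgeR p of these 6 genes was between 0.00176 and 0.0426. Gm10059, Defa-ps6 and Cyp2c29 have near-identical copies, so their counts are uncertain. The number of genes was 110 when all genes with any count were tested (37 higher, 73 lower), 52 when only the irradiated samples were fitted (25 higher, 27 lower), 12 with DESeq2 (8 higher, 4 lower) and 12 without the mouse as a block (7 higher, 5 lower). It was 35 without mouse 2 (9 higher, 26 lower), 5 without mouse 3 (2 higher, 3 lower) and 10 without mouse 4 (5 higher, 5 lower). Without mouse 3, the adjusted p was 0.110 for Cbs, 0.154 for 2210407C18Rik, 0.213 for Defa-ps6 and 0.0696 for Cyp2c29, and without mouse 4 it was 0.0778 for 2210407C18Rik and 0.0585 for Cyp2c29. Without mouse 2 that of 2210407C18Rik was 0.0828. Gm10059 was not past the threshold in any fit without 1 mouse (0.148 to 0.362), and Rbp2 was in each of them. Over all alternatives the highest adjusted p was 0.110 for Cbs, 0.213 for Defa-ps6, 0.116 for Cyp2c29, 0.406 for Gm10059 and 0.0207 for Rbp2.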

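In irradiated Lgr5-EGFP+ cells, 86 of the 128 testable members of the p53 pathway list were higher with VIP, and the within-mouse shift was 0.03 ± 0.03 on the log2 scale (mean ± SD, higher in 3 of 4 mice). The list was not past the threshold (adjusted p = 0.153 in limma's cameraPR test). A shorter list of direct p53 targets, which shares 26 of its 37 genes with the first, had 24 members higher and a shift of 0.04 ± 0.05 (3 of 4 mice, adjusted p = 0.330 in cameraPR). The exact sign-flip permutation test gave p = 0.25 for both lists (two-sided), where 4 mice allow 0.125. Over all alternatives, the adjusted p ranged from 0.0823 without mouse 2 to 0.728 for the p53 pathway list and from 0.0983 to 0.856 for the direct targets. Gene set enrichment with fgsea on DESeq2's Wald statistics gave an adjusted p of 0.146 for the p53 pathway list.
Sat1, on the X chromosome of GRCm38 from 155213132 to 155216449 in GENCODE M21, was the only member of the p53 pathway list past the threshold, over all genes and adjusted over the list alone. It rose from 161 ± 13.8 to 215 ± 23.3 CPM (mean ± SD, n = 4), a log2 fold change of 0.42 (SE 0.09, adjusted p = 0.0323 in edgeR's quasi-likelihood test, higher in 4 of 4 mice). Without mouse 2, mouse 3 or mouse 4 its adjusted edgeR p was 0.0985, 0.362 and 0.294, and over all alternatives, DESeq2 included, the adjusted p ranged from 0.00488 to 0.362. App (log2 fold change 0.35) and Sdc1 (0.26) were higher in 4 of 4 mice, with adjusted edgeR p-values of 0.160 and 0.260. Among the direct targets no gene passed on either scale and 2 had an unadjusted p under 0.05. The smallest p were those of Polk (0.67), Plk2 (0.33) and Pidd1 (0.55), with adjusted edgeR p-values from 0.691 to 0.961. Trp53 had a log2 fold change of 0.15 (SE 0.10, adjusted p = 0.961 in edgeR).
Without irradiation, VIP shifted both lists in the opposite direction in this experiment. The direct targets fell by 0.18 ± 0.07 (lower in 4 of 4 mice, adjusted p = 4.68e-05 in cameraPR), with 9 of 37 members higher and a range of the adjusted p of 1.60e-09 to 0.517 over all alternatives (above the threshold under limma's fry, the estimated correlation and the Reactome set), and the p53 pathway list fell by 0.07 ± 0.04 (4 of 4 mice, adjusted p = 0.0194 in cameraPR). Without mouse 1 or mouse 4 the latter value was 0.0691 and 0.0553, in a range of 1.72e-04 to 0.517 over all alternatives. In the first experiment on sorted cells, VIP shifted the direct targets by −0.001 ± 0.088, lower in 2 of 4 mice, with 11 members tested. The p53 pathway list there shifted by −0.02 ± 0.04, lower in 3 of 4 mice. In whole organoids the direct targets rose by 0.10 ± 0.06 and the p53 pathway list by 0.13 ± 0.05, each in 3 of 3 mice. The interaction of VIP with irradiation was past the threshold for the direct targets (29 of 37 members with a more positive response after irradiation, adjusted p = 7.65e-06 in cameraPR) and for the p53 pathway list (91 of 128, adjusted p = 0.00137 in cameraPR). Neither interaction held under limma's fry (0.211 for both) or the estimated correlation (0.180 and 0.209). The ranges over all alternatives were 5.06e-11 to 0.846 and 9.04e-06 to 0.846, the highest with the Reactome set in place of the lists, under which the direction reversed. When the VIP labels of the irradiated samples alone were assigned within mice in all 16 ways, the real one included, the direct targets passed in 16 and the p53 pathway list in 7, so that the interaction of the direct targets did not depend on these labels. No gene had an interaction past the threshold and 634 had an unadjusted p under 0.05. When all genes with any count were tested, 34 genes passed. Adjusted over the list alone, 4 of the direct targets passed, among them Cdkn1a. Cdkn1a had 642 ± 44.5 CPM in irradiated untreated cells and 656 ± 34.3 with VIP, against 291 ± 43.9 and 196 ± 33.3 without irradiation (mean ± SD, n = 4). Its interaction was 0.60 on the log2 scale (SE 0.14, adjusted p = 0.543 in edgeR). Over all alternatives the adjusted p of Cdkn1a ranged from 8.60e-05 to 0.981, and the lowest for Dcxr was 0.0268. Dcxr (0.64), Bbc3 (0.58), Ercc5 (1.00) and Pdgfa (0.27) were the other members with the smallest p.
Irradiation itself raised the direct targets in untreated cells by 0.67 ± 0.10 (32 of 37 members higher, 19 of them past the threshold, 4 of 4 mice, adjusted p = 8.93e-24 in cameraPR). From the induction of p53 after irradiation in Fig. 4G, the paper proposes that VIP induces distinct signaling pathways in injury as compared to homeostasis.

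**Figure D2:**
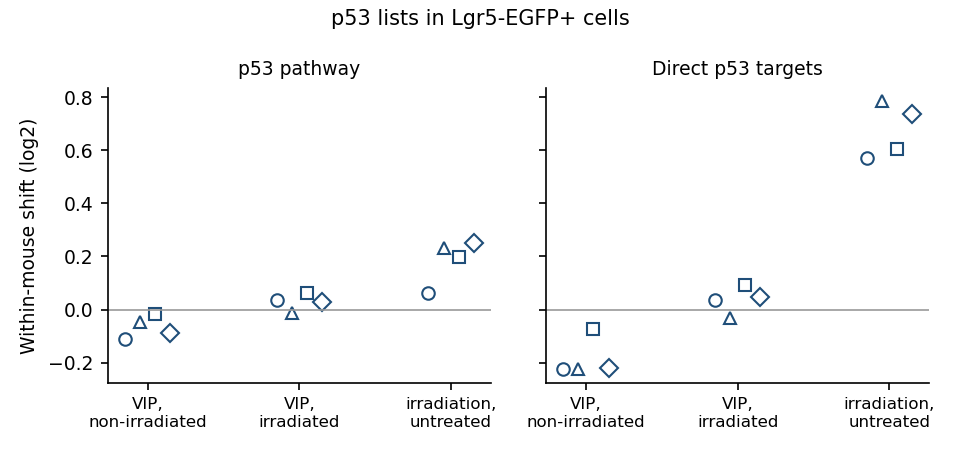
Within-mouse shift (log2, vertical axis) of the p53 pathway list (left) and the direct p53 targets (right) for VIP in non-irradiated cells, VIP in irradiated cells and irradiation in untreated cells (horizontal axis), with 1 marker shape per mouse. The 4 mice lie below 0 for VIP without irradiation and above 0 for irradiation, and 3 of 4 lie above 0 for VIP after irradiation.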

### VIP promotes intestinal regeneration following acute irradiation injury in vivo

To further investigate the potential influence of VIP on intestinal homeostasis and regeneration in vivo, we injected mice with 750 µg/kg VIP daily for five consecutive days (Fig. S3A). Interestingly, in line with the in vitro data, we observed an expansion of Lgr5-EGFP^+^ cells in jejunal epithelia following VIP administration (Fig. S3B). Next, to investigate whether the VIP-mediated mitigation of acute irradiation-induced injury observed in vitro could be translated to mice, we deployed an abdominal irradiation model. Mice underwent 12 Gy of abdominal irradiation followed by daily intraperitoneal injection of 750 µg/kg VIP for three consecutive days starting at day 3 post-irradiation (Fig. 5A). In this model, VIP levels in jejunal tissues showed prominently elevated in mice subjected to irradiation compared to sham-irradiated mice, supporting a potential role of VIP in intestinal regeneration following irradiation injury (Fig. 5B). To investigate this in more depth, we measured tissue TNF-alpha levels in irradiated and sham-irradiated samples. As expected, ELISA analysis revealed significantly elevated levels of TNF-alpha in the irradiated group compared to sham-irradiated mice, indicating the presence of acute inflammation due to irradiation. However, VIP administration resulted in reduced TNF-alpha levels compared to the irradiation-only cohort (Fig. 5C), which pointed at the ability of VIP to mitigate intestinal inflammation following abdominal irradiation. Furthermore, pathological scoring of intestinal tissues post-irradiation revealed that mice treated with VIP displayed significantly reduced signs of intestinal inflammation and epithelial injury (Fig. 5D). Moreover, mice exposed to abdominal irradiation initially exhibited a notable decline in body weight, which stabilized by day 6 and weight recovery appeared promoted by VIP treatment (Fig. S4A). Furthermore, we detected reduced shrinking of the small intestines of VIP-treated mice, which represents a surrogate marker for structural alterations of the gastrointestinal tract after irradiation [36] (Fig. S4B). In view of the in vitro data in the context of irradiation, we subsequently analyzed Lgr5-EGFP^+^ cell numbers in jejunal crypts of irradiated mice in the absence or presence of VIP treatment, however we could not detect significant differences between VIP-treated and non-treated cohorts (Fig. S4C). Importantly, Paneth cells have been described to contribute to intestinal regeneration following injury [37, 38], hence we next wondered whether in view of the prominent induction of secretory differentiation by VIP treatment in vitro*,* the observed improved regeneration in vivo following VIP treatment may be associated with altered secretory differentiation. Indeed, we could observe the significant expansion of Lyz1^+^ cells in irradiated, VIP-treated mice compared to control groups (Fig. 5E). Taken together, the VIP-treated cohort showed improved regeneration from acute intestinal injury, potentially mediated by the promotion of secretory cell differentiation in vivo.

**Fig. 5:**
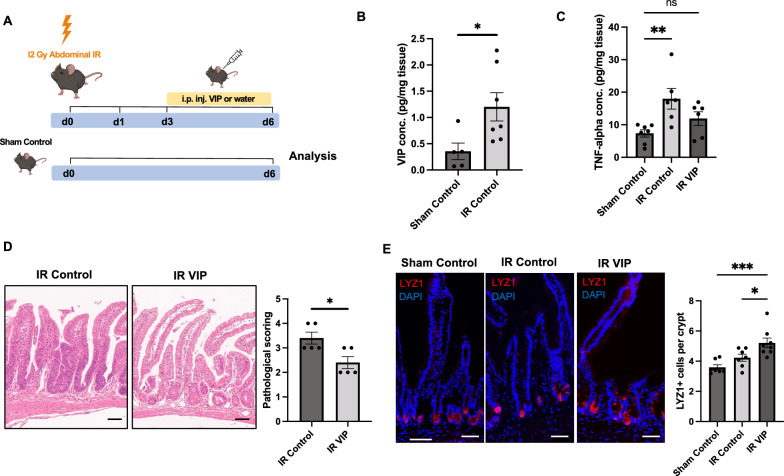
VIP mitigates irradiation-induced injury in vivo. **A** Experimental outline and treatment scheme for VIP or water (IR control) administration in mice following acute abdominal irradiation, compared with sham-irradiated untreated (Sham Control) mice. **B**, ELISA analysis of VIP levels in the intestinal wall on day 6 following acute abdominal irradiation. n = 5 (Sham Control), n = 7 (IR Control). **C**, ELISA analysis of TNF-alpha levels in the intestinal wall of sham-irradiated and irradiated mice in the absence or presence of VIP. n = 7 (Sham Control), n = 6 (IR Control; IR VIP). **D** Pathological scoring of irradiated mouse tissue in the absence or presence of VIP and representative H&E images (Scale bars = 100 µm), n = 5 per group. E, Immunofluorescent analysis of LYZ1 staining in jejunal tissue from irradiated mice in the absence or presence of VIP (Scale bars = 100 µm). n = 7 (Sham Control; IR Control), n = 8 (IR VIP). *p < 0.05, **p < 0.01, ***p < 0.001. Data are shown as means ± SEM, n = number of biological replicates. Statistical analysis was performed by Student’s *t*-test in (**B**, **D**) and one-way ANOVA with Tukey's multiple comparisons test in (**C**, **E**)

## Discussion

Accumulating evidence suggests that the neuronal peptide VIP plays a significant role in modulating distinct aspects of IEC function. This is supported by the close proximity of VIPergic nerve fibers to intestinal crypts [13, 18], substantial gene expression of VIP receptors in distinct compartments of intestinal epithelia including regions containing intestinal stem or progenitor cells [32] and protein expression of VPAC1 in intestinal epithelia [7].

It has been shown that VIP receptor blockade ex vivo resulted in a reduction in epithelial goblet cell numbers [13]. Also, VIP has been demonstrated to enhance secretory cell gene expression via phosphorylation of p38 and ERK in vitro [10]. Another study employing VIP KO mice reported a phenotype with reduced Muc2^+^ goblet cell numbers that can be rescued by VIP administration [18]. Moreover, VIP KO mice exhibited reduced expression of lysozyme as well as reduced gene expression of other key Paneth cell markers [12]. In line with these reports, our study demonstrates the prominent induction of secretory cell differentiation induced by VIP administration in murine intestinal organoids. This effect appears mainly mediated via activation of the p38 MAPK pathway by VIP. In view of the significant reduction in the progeny of Lgr5-EGFP^+^ cells following VIP treatment in homeostatic conditions, it appears that increased secretory cell differentiation following VIP treatment may originate from early stem cell progeny and/or the transit amplifying cell population independent of Lgr5-EGFP^+^ progenitor cells. Indeed, the main receptor for VIP, VPAC1, in the murine small intestine appears expressed among different cellular compartments of intestinal epithelia, including the transit amplifying cell compartment [32].

In homeostatic conditions, we further observed that VIP agonism led to decreased cellular proliferation, which aligns with observations of uncontrolled cellular proliferation in VIP KO and VPAC1 KO mice [12, 14]. This data may therefore suggest that VIP in physiological conditions regulates tissue homeostasis by inhibiting excessive cell proliferation. We could further extend this data by a detailed analysis on the effect of VIP on Lgr5-EGFP^+^ progenitor cells, which appear prominently modulated by VIP in regard to their cell number as well as proliferative activity. Interestingly, VIP treatment significantly increased the number of Lgr5-EGFP^+^ progenitor cells in both in vitro and in vivo settings, yet as outlined above reduced the number of Lgr5-EGFP^+^ cell progeny in the absence of acute tissue injury in vitro. This could hint at the promotion of Lgr5-EGFP^+^ progenitor cell self-renewal by VIP, which would result in an enlarged intestinal stem cell pool and a reduction in generated progeny [39]. For instance, VIP-treated Lgr5-EGFP^+^ progenitor cells showed the significant upregulation of the apical junction hallmark pathway (leading edge genes such as *Actb*, *Gnai2*, *Ctnnd1*), which has been associated with regulation of cell proliferation and differentiation [40].

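In the sorted cells without irradiation, Actb, on chromosome 5 of GRCm38 from 142903115 to 142906754 in GENCODE M21, had 1905 ± 392 CPM in untreated and 2545 ± 341 in VIP-treated samples (mean ± SD, n = 4 mice). Its log2 fold change was 0.43 (SE 0.14, higher in 4 of 4 mice, adjusted p = 0.624 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes). Gnai2, on chromosome 9 from 107614125 to 107635367, rose from 161 ± 25.8 to 209.7 ± 15.1 CPM, a log2 fold change of 0.38 (SE 0.15, 4 of 4 mice, adjusted p = 0.884 in edgeR). Ctnnd1, on chromosome 2 from 84600071 to 84650765, rose from 52.3 ± 11.9 to 68.3 ± 4.26 CPM, a log2 fold change of 0.39 (SE 0.21, 4 of 4 mice, adjusted p = 0.884 in edgeR). Jup, also in the apical junction list, had a log2 fold change of 0.57 (SE 0.21, 3 of 4 mice, adjusted p = 0.868 in edgeR). Of the genes that the paper names, 8 could be tested in these cells, and 1, Actb, passed when adjusted over the list alone. The paper chose the leading edge genes on these samples, so that count is not independent evidence. Leaving out each mouse in turn moved the log2 fold change of Actb between 0.32 and 0.49, and that of Ctnnd1 between 0.25 and 0.50. In the non-irradiated cells of the irradiation experiment, Actb (log2 fold change 0.23) and Gnai2 (0.16) were higher with VIP in 4 of 4 mice. Ctnnd1 was lower there in 3 of 4 mice (−0.19). The adjusted edgeR p of these 3 genes was 0.0605, 0.411 and 0.687. In whole organoids, Actb (log2 fold change 0.44, adjusted p = 0.00890 in edgeR) and Gnai2 (0.45, adjusted p = 0.0251 in edgeR) were past the threshold, each higher in 3 of 3 mice. Without mouse 1 the adjusted p of Actb was 0.249 and that of Gnai2 0.180, and without mouse 2 0.0851 and 0.236. Their ranges over all alternatives were 1.90e-13 to 0.249 and 4.29e-09 to 0.236. Ctnnd1 was not (0.13, adjusted p = 0.608 in edgeR), and its direction reversed to −0.07 with the first technical replicate libraries only.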

Intestinal stem cells are essential for intestinal regeneration following injury [33]. In this study, we employed acute irradiation as an intestinal injury model, which induces cellular apoptosis or aberrant mitosis with damaged DNA [41]. In this context, we observed that VIP treatment not only induced the significant expansion of Lgr5-EGFP^+^ progenitor cells more prominently than in homeostatic conditions, but also prominently promoted the generation of progeny of Lgr5-EGFP^+^ progenitor cells. This suggested that acute injury could trigger the Lgr5-EGFP^+^ progenitor cell reprogramming resulting in VIP-induced expansion of Lgr5-EGFP-tdRed^+^ progeny that may serve as the replacement of injured or apoptotic early progenitor cell types. In line with this observation, opposite to its effect on homeostatic IECs, VIP enhanced cellular proliferation following irradiation in vitro. Importantly, VIP appears to promote secretory cell lineage differentiation, and secretory cell lineage progenitor cell types in close proximity and relation to Lgr5-EGFP^+^ progenitor cells have been identified to contribute to intestinal regeneration [42, 43]. Moreover, VIP treatment reduced apoptosis and enhanced cell survival as corroborated by an ATP-based CellTiter-Glo assay, which would be in line with the anti-apoptotic properties of VIP reported in several studies [44, 45]. This remains of special interest since VIP treatment appeared to induce the prominent activation of the p53 pathway in irradiated Lgr5-EGFP^+^ progenitor cells in vitro. In the context of acute intestinal irradiation, the activation of p53 appears to protect from the development of the gastrointestinal syndrome and promote survival [41].

We next aimed to validate the promotion of intestinal regeneration by VIP following acute irradiation injury in vivo. For this purpose, we devised an abdominal irradiation model, which allows for higher abdominal irradiation dosages and the prevention of bone marrow toxicity [41]. Indeed, irradiated intestinal tissues showed the significant upregulation of VIP production as suggested by a previous study [15]. Despite a short treatment regimen employing VIP administration following abdominal irradiation, we could observe significant intestinal structural and histopathological improvement with VIP treatment. In addition, we observed reduced mucosal TNF-alpha levels in VIP-treated mice, consistent with reported anti-inflammatory properties of VIP [25]. Increased lysozyme immunoreactivity in the context of intestinal inflammatory injury has been well described [46]. In line, we observed a moderate expansion of Lyz1^+^ Paneth cells following abdominal irradiation injury. Intriguingly, however, VIP administration following acute injury induced a very pronounced increase in Lyz1^+^ cells. As lysozyme has been reported to ameliorate intestinal injury via regulation of the intestinal microbiota and protection of the intestinal stem cell niche [47], VIP may thus promote intestinal regeneration via orientation of cell differentiation towards protective secretory cell types. Despite the observed intestinal injury that resulted from the abdominal irradiation, we did not detect significant changes in Lgr5-EGFP^+^ cell numbers in the irradiated control cohort nor in irradiated VIP-treated mice at the indicated time point. It is important to outline, however, that we cannot exclude a potential effect of VIP on Lgr5-EGFP^+^ cell numbers in vivo in this model at an earlier time point post-irradiation or in the setting of an extended treatment duration with VIP (as in Fig. S3). Additionally, it is possible that VIP enhances tissue recovery following irradiation by affecting other epithelial stem cell populations induced by irradiation [48]. Yet, it is important to note that the anti-inflammatory effect of VIP in vivo may not be exclusive to modulation of IECs, but also include potential effects on mucosal cell types such as cells of the immune system [49].

## Conclusion

In conclusion, we demonstrated that VIP plays a role in intestinal epithelial homeostasis and regeneration by regulating the differentiation and proliferation of intestinal epithelial cells. Under conditions of irradiation injury, VIP concentrations in irradiated tissues were significantly elevated, and VIP promoted intestinal regeneration both in vitro and in vivo. Pending further validation, VIP may serve as a valuable treatment option in the context of irradiation-induced gastrointestinal injury.

## Supplementary information

Additional file1

## Data Availability

The RNA sequencing data reported in this study have been submitted to Gene Expression Omnibus with the accession code GSE261001. Further data presented in this study are available from the lead contact author upon request. Request for resources, reagents, and protocols should be directed to the lead contact author, Moritz Middelhoff ().

## Abbreviations

ENS: Enteric nervous system
IEC: Intestinal epithelial cell
IR: Irradiation
KO: Knock-out
PCA: Principal component analysis
VIP: Vasoactive intestinal peptide
4-OHT: 4-Hydroxytamoxifen

How the deposited data were processed for this re-analysis (not part of the article)

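RNA was sequenced in 3 experiments on jejunal organoids: whole organoids with and without VIP, sorted Lgr5-EGFP+ cells with and without VIP, and sorted Lgr5-EGFP+ cells with and without VIP after 6 Gy or no irradiation. VIP was given at 100 nM, for 72 h in the first 2 experiments and for 48 h after irradiation. The authors made 3′ libraries with sample barcodes and UMIs, and counted UMIs per gene with the Drop-seq pipeline 1.0 on the mouse genome GRCm38 with GENCODE M25. The deposited values are raw UMI counts per gene and library, whole numbers without normalization, and every column could be assigned to a sample (0 columns without a sample). The tables hold 27407, 20500 and 27547 genes in 13, 8 and 16 columns. Gene positions are those of GENCODE M21 on the same genome build, in which 96.8% of the gene symbols in the tables were found.

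Technical replicate libraries of a culture were summed. Whole organoids then had 3 untreated and 4 VIP-treated samples, and each sorted group had 4 samples. Samples were paired by the mouse number in their labels. As a check of this pairing, VIP-treated and untreated samples of the same mouse were compared with those of different mice. The correlation across genes of their deviations from the group mean was 0.28 to 0.66 for the same mouse and −0.57 to 0.36 for different mice in whole organoids. In the sorted cells the correlations for the same mouse were lower, 0.03 to 0.21 in the experiment without irradiation. Genes are not independent replicates, so these values describe the pairing and do not test it.

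Counts were analysed in R 4.3.3 with edgeR 4.0.16: TMM normalization, filterByExpr by group, and quasi-likelihood tests with the mouse as a block, with Benjamini-Hochberg adjustment and a threshold of 0.05. The tests compared VIP with no treatment in each experiment, irradiation with no irradiation in untreated cells, and the interactions of VIP with irradiation and with the compartment (whole organoids or sorted cells). PCA used the variance-stabilizing transformation of DESeq2 1.42.0 and the 500 most variable genes. Lists of genes were tested with cameraPR of limma 3.58.1 on signed z-values of the edgeR test, with an inter-gene correlation of 0.01 and at least 5 testable members, adjusted over the lists of a comparison. The within-mouse shift of a list is the median over its members minus the median over all genes of the log2 CPM difference between samples of a mouse (prior count 2), with an exact two-sided sign-flip test. The 25 lists of pathways, cell types and handling responses were written before the data were examined, as were the comparisons, tests and alternatives. The MSigDB 7.4 sets of the paper were not analysed here. The normalized enrichment scores of the paper belong to those sets and were not compared.

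The genes named are those that the paper names, the 3 with the largest rises and the 3 with the largest falls among the genes past the threshold that changed in the same direction in every mouse, and the 3 members with the smallest p that moved in the direction of the list, for each list behind a claim. Genes named outside this rule are described as chosen after their values were seen. A fold change against a group with at most 3 counts in every sample is given as a lower bound.

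The test was tested on simulated data, counts drawn from each experiment with known changes. It recovered 93.8% of the changed genes in whole organoids, 95.5% in Lgr5-EGFP+ cells, 90.8% in irradiated cells and 70.4% in the interaction with the compartment, with 6.73%, 3.31%, 5.21% and 3.45% false calls. The simulated changes were large, as described for the Lgr5-EGFP+ cells, and these shares say nothing about smaller changes.

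The alternatives were DESeq2's Wald test, RLE factors, library size as the only scaling, all genes with any count, genes with at least 10 counts in every sample, no mouse block, leaving out each mouse, leaving out mitochondrially encoded genes, the first technical replicate library only, and irradiated samples only. For PCA they were 2000 genes and edgeR's log2 CPM, and for lists limma's fry, limma's camera with an estimated correlation, fgsea 1.28.0 on DESeq2's Wald statistics, and Reactome sets. Leaving out the second technical replicate library of VIP-treated mouse 3, and each technical replicate library in turn, was chosen after the data were examined. Flow cytometry and quantitative PCR data of the paper were not analysed here.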

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

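The tests against splits of the samples and library size were chosen before the results they bear on were seen. The test against a dissociation response, and the arguments about normalization and abundant genes, were chosen only after the results were seen.

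The response to VIP differed between Lgr5-EGFP+ cells and whole organoids for 15 genes and for 16 of 24 lists, by the interaction in edgeR and limma's cameraPR. Among the lists were G2M checkpoint (adjusted p = 0.0187, 35 of 54 members rising more in the sorted cells), TNF-alpha/NF-κB (adjusted p = 3.36e-04, 24 of 71) and epithelial-mesenchymal transition (adjusted p = 0.00102, 11 of 39). When the labels were swapped within mice, 10 of 40 draws, the real labels included, gave at least as many genes, with up to 105 in another draw. All 10 kept the labels of the whole organoids together, as 12 of the 40 draws did. The other draws differ in that they mix VIP-treated and untreated organoids of different mice. At least as many lists passed in 4 of the 40 draws, and at these shares the counts do not stand out from swapped labels. TNF-alpha/NF-κB and epithelial-mesenchymal transition passed in all 12 draws that kept the labels of the whole organoids together, so these calls do not depend on the VIP labels of the sorted cells. G2M checkpoint passed in 1 of the 12. The compartments come from different mice, experiments and depths (median 618642 UMIs per untreated sample in the sorted cells, 4899916 in whole organoids), so the compartment and the experiment cannot be told apart, because no mouse has both. The response of whole organoids includes changes in cell types that the sorting leaves out, and this was not tested.

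The response to VIP also differed with irradiation for 10 of 25 lists, among them the p53 pathway (adjusted p = 0.00137 in cameraPR, 91 of 128 members with a more positive response after irradiation) and the direct p53 targets (adjusted p = 7.65e-06, 29 of 37 members). The direct targets were lower with VIP in 4 of 4 mice without irradiation and higher in 3 of 4 after it. A difference in library size did not account for this, since with every library thinned to 1075715 UMIs the adjusted p of the direct targets was 3.22e-05. Within mice the shift relative to all genes was higher after irradiation by 0.22 ± 0.05, in 4 of 4 mice. A few abundant genes move all others alike and cancel in this shift by construction, so the 0.22 is no separate test of them. The labels were then swapped within mice for the irradiated samples alone, so that the other 15 of 16 assignments differ in these samples and keep the VIP response of the non-irradiated ones. As many lists as with the real labels passed in 13 of 16, and the direct targets themselves in 16 of 16. The number of genes was 0 with the real labels (634 at an unadjusted p under 0.05), which any assignment reaches, so that 16 of 16 is no evidence (up to 129 genes passed in another assignment). The interaction of the direct targets therefore does not depend on the labels of the irradiated samples and rests on the fall without irradiation. That fall was not seen in the first experiment on sorted cells (shift −0.001 ± 0.088, lower in 2 of 4 mice, 11 members tested). With the Reactome set in place of the lists the direction reversed (adjusted p = 0.846). The interaction is a hypothesis, and a difference in treatment time stays open, since the paper does not name that of the non-irradiated cells.

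In whole organoids, the genes of fetal-like regenerative epithelium, which the paper does not discuss, were higher with VIP (15 of 15 members, within-mouse shift 1.73 ± 0.41, 3 of 3 mice, adjusted p = 1.34e-29 in cameraPR). Over all genes 13 members passed in edgeR, and 14 adjusted over the list alone. The adjusted p of the list ranged from 4.59e-132 to 0.106 over the alternatives, the highest under an estimated correlation. A response to dissociation or handling would raise the dissociation-responsive genes at least as much, but their shift was 0.35. These genes did rise, in 3 of 3 mice (adjusted p = 1.07e-06 in cameraPR), so a handling response of that smaller size stays open. Their list shares 16 of its 24 genes with the TNF-alpha/NF-κB list. Normalization factors and a few genes taking most of the counts move the other genes of a library alike. They cancel in a shift relative to all genes by construction. The 1.73 is that shift itself, so it is no separate test of them. At least as many genes as the 614 with the real labels passed in 1 of 4 assignments that part the VIP and control sample of each of the 3 mice (0 genes in the other 3), and at least as many lists as 19 in 1 of 4 (11 to 13 in the other 3). With 4 assignments a share under 0.05 cannot be reached. The 18 other splits part fewer pairs and gave up to 143 genes and 19 lists. A response of the epithelium to VIP stays open for the fetal-like genes, as a hypothesis found and tested on the same 3 mice.

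In the non-irradiated cells of the irradiation experiment, whose genes the paper does not list, 74 genes passed in edgeR (48 higher, 26 lower), 73 of them in the same direction in 4 of 4 mice. The largest rises were those of Slc16a3 (log2 fold change 1.65), Fstl4 (1.23) and Kctd14 (1.07), and the largest falls those of Cyp2c66 (−1.70), Fcgrt (−1.68) and Cc2d2a (−1.49). Cyp2c66 has near-identical paralogs and is uncertain. Each of these named genes lost the threshold in some alternative, with a highest adjusted p from 0.0745 for Slc16a3 to 0.278 for Fcgrt. At least as many genes passed in 1 of 8 assignments parting the 4 pairs, with 1 gene in the next, and splits parting fewer pairs gave up to 8 genes. Leaving out mouse 1, 2, 3 or 4 left 40, 40, 42 and 32 genes. The comparison of irradiated with non-irradiated untreated cells gave 445 genes, in 1 of 8 assignments (7 genes in the next, up to 90 in splits parting fewer pairs), and 252, 212 and 176 genes without mouse 2, 3 and 4. Lists passed in 6 of 25 cases with VIP in irradiated cells, and 2 of 8 assignments gave at least as many. The 22 genes of that comparison were reached in 1 of 8 (15 in the next, up to 8 in splits parting fewer pairs). In the first experiment on sorted cells, 6 genes and 7 lists were each reached in 1 of 8 assignments, the other assignments giving up to 2 genes and 6 lists. Splits of these samples parting fewer pairs gave up to 8 genes and 9 lists. No biological explanation other than the VIP treatment was tested for these counts.

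Of 159 groups of 4 samples, 10 held a sample far from the others, where chance gives 7.95, so these are about as many as chance gives. In Lgr5-EGFP+ cells they were Reg1 at 176 CPM in VIP-treated mouse 4, a total of 864670 UMIs in untreated mouse 2 and of 1104126 in VIP-treated mouse 1. In irradiated cells they were Cyp2c29 at 163 CPM in untreated mouse 4, and with VIP Actb at 2822 CPM in mouse 4, Gm10059 at 8.34 CPM in mouse 3, 2210407C18Rik at 68.9 CPM and Sat1 at 180.04 CPM in mouse 1. In non-irradiated cells with VIP they were Trp53 at 214 CPM in mouse 2 and a shift of −0.073 for the direct p53 targets in mouse 3. Without mouse 4, Reg1 was no longer past the threshold (log2 fold change 1.56, adjusted p = 0.764 in edgeR, with adjusted p-values of 1.32e-07 to 0.764 over all alternatives, DESeq2 included), and Cyp2c29 had a log2 fold change of −1.29 in place of −2.00. No technical or biological explanation was tested for single samples, and shared reads stay open for Cyp2c29 and Gm10059.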

How the results depend on the processing

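The tests compared here were chosen before the results were seen, except for the settings that leave out technical replicate libraries, which were chosen after the data were examined. Of 1882 combinations of a result with an alternative, which leave out 1 of the genes that the paper names, 1627 kept their direction and side of the threshold, or a count within 1.5 times. Of the others, 132 were weaker, 24 stronger, 78 moved and 21 reversed. The cause was not tested for any of these unless stated. None of the reversed results of single genes was past the threshold.

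The number of VIP genes was 300 in whole organoids, 2 in Lgr5-EGFP+ cells and 12 in irradiated cells with DESeq2's Wald test, and 281 genes changed with irradiation. With library size as the only scaling it was 14 in Lgr5-EGFP+ cells and 9 in the interaction with the compartment. With all genes of any count it was 979, 17, 110, 182 in non-irradiated cells, 34 in the interaction with irradiation and 55 in that with the compartment. With at least 10 counts in every sample it was 11 in Lgr5-EGFP+ cells and 7 in the compartment interaction. Without the replicate block (the mouse) it was 99, 1, 12, 34 in non-irradiated cells and 0 in the compartment interaction, where 413 genes had an unadjusted p under 0.05. With irradiated samples alone it was 52. First technical replicate libraries gave 28 compartment genes, and leaving out the second VIP library of mouse 3 gave 27 and, in whole organoids, 1261. Across the fits that each left out 1 mouse, counts ranged from 363 to 1668 in whole organoids, 3 to 17 in Lgr5-EGFP+ cells, 5 to 35 in irradiated and 32 to 42 in non-irradiated cells, 176 to 643 for irradiation, 0 to 1 for the interaction with irradiation and 4 to 39 for that with the compartment. Fewer samples or genes tested are part of these settings. The cause was not tested further.

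Log2 fold changes that reversed were those of Actb in irradiated cells (0.015 with library size alone, −0.026 to 0.014 without 1 mouse), Vipr1 in whole organoids (−0.032 without the block, −0.012 with first libraries, −0.018 to 0.097 without 1 mouse), Ctnnd1 in whole organoids (−0.070 with first libraries) and, without 1 mouse, Tnf in whole organoids (−0.023 to 1.87), Neurod1 (−0.0073 to 0.48 in irradiated and −0.28 to 0.23 in non-irradiated cells), Lyz1 in Lgr5-EGFP+ cells (−0.27 to 5.40e-04), Vipr1 in irradiated cells (−0.23 to 0.16) and Muc2 in non-irradiated cells (−0.38 to 0.065). The cause was not tested.

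Under limma's fry, 9 lists passed in whole organoids, 7 in the compartment interaction and 0 in Lgr5-EGFP+ cells, irradiated cells and the interaction with irradiation (3, 2 and 5 at an unadjusted p under 0.05). Adjusted p-values were then 0.301 for apical junction, 0.511 for mitotic spindle and 0.231 for G2M checkpoint in Lgr5-EGFP+ cells, 0.211 for both p53 lists in the interaction with irradiation and 0.124 for G2M checkpoint in that with the compartment. With an estimated correlation 4 lists passed in the compartment interaction and 0 in the other 4 (6 at an unadjusted p under 0.05 in whole organoids, 2 in Lgr5-EGFP+ and irradiated cells, 5 in the interaction with irradiation). Adjusted p-values were 0.188 for TNF-alpha/NF-κB and inflammatory response and 0.117 for epithelial-mesenchymal transition in whole organoids. In Lgr5-EGFP+ cells they were 0.392 for apical junction and G2M checkpoint and 0.592 for mitotic spindle. They were 0.209 for the p53 pathway and 0.180 for the direct targets in the interaction with irradiation, and 0.145 for G2M checkpoint in that with the compartment. The cause was not tested. For epithelial-mesenchymal transition in whole organoids the estimated correlation, 0.00268, was below the preset 0.01.

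With Reactome sets in place of lists, the adjusted p was 0.553 for mitotic spindle and G2M checkpoint in Lgr5-EGFP+ cells and 0.103 for G2M checkpoint and epithelial-mesenchymal transition in the compartment interaction. Directions reversed for epithelial-mesenchymal transition in Lgr5-EGFP+ cells (0.250), G2M checkpoint in irradiated cells (0.827) and both p53 lists without irradiation (0.517), with irradiation of untreated cells (0.413) and in the interaction with irradiation (0.846). The cause was not tested. With all genes of any count 11 lists passed in Lgr5-EGFP+ cells, and without the replicate block 3 in irradiated cells. Leaving out 1 mouse gave 4 to 8 and 3 to 7 lists in these cells, an adjusted p of 2.36e-04 to 0.427 for mitotic spindle and 0.0153 to 0.0978 for G2M checkpoint in Lgr5-EGFP+ cells, 0.00702 to 0.126 for G2M checkpoint in the compartment interaction, and 2.86e-07 to 0.862 for Paneth cells in whole organoids (reversed at the highest value, without mouse 1). In the compartment interaction, G2M checkpoint had 0.128 with at least 10 counts in every sample, and mitotic spindle 0.0172 with first libraries.

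The share of variance that treatment took in the PCA was 73.1% in whole organoids with 2000 genes and 74.2% with edgeR's log2 CPM, 28.7% and 29.1% in Lgr5-EGFP+ cells, and without 1 mouse 83.02% to 95.1% and 34.6% to 40.7%. Fewer mice raise the average share of the assignments by construction.

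The lower depth of the sorted cells limits the genes that pass the filter, 6778 against 12727 in whole organoids. Genes under the filter were not part of the VIP test in these cells, and with all genes of any count 17 genes passed in place of 6.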

Differences from the paper's values

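The numbers of samples that the paper states for whole organoids, 3 untreated and 4 with VIP, are those analysed here. The tests below were chosen before the results were seen.

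The paper describes induction of the p53 pathway by VIP after irradiation. Here the p53 pathway list was not past the threshold in irradiated Lgr5-EGFP+ cells (adjusted p = 0.153 in limma's cameraPR, 86 of 128 members higher, shift 0.03 ± 0.03, 3 of 4 mice), and none of the alternatives set before the data were examined reached it (0.0823 to 0.728).

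The paper describes separation of VIP-treated and untreated Lgr5-EGFP+ cells by PCA. Here treatment took 5.92% of the within-mouse variance on PC1, 66.8% on PC2 and 32.9% over the 500 genes, and the shifts on PC1 went in opposite directions in 2 and 2 mice, as in Fig. 3E. In none of the alternatives set before the data were examined was the share over all genes above 40.7%.

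In Fig. 3G mitotic spindle is placed among the pathways of the sorted cells. The interaction with the compartment was not past the threshold for this list (adjusted p = 0.404, 90 of 161 members rising more in the sorted cells), and it was with the first technical replicate libraries only (0.0172), in a range up to 0.940. Epithelial-mesenchymal transition lies above zero for Lgr5-EGFP+ cells in Fig. 3G and was lower here (adjusted p = 0.392, 8 of 18 members higher, 0 of 4 mice higher). With the Reactome set for extracellular matrix organization the direction was that of the figure (0.250).

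In Fig. 4G hypoxia lies below zero for VIP in irradiated cells, and the list was higher here (adjusted p = 0.868, 39 of 72 members, 3 of 4 mice). On the axis for irradiated control cells the p53 pathway lies below zero, whereas irradiation of untreated cells raised the list here (adjusted p = 1.69e-07, 86 of 128 members higher, 4 of 4 mice). Which comparison this axis shows is open. In a test chosen after the results were seen, its signs matched VIP in non-irradiated cells for 6 of 6 lists, the p53 pathway among them. They matched irradiation of untreated cells for 1 of 6.

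The paper names Actb, Gnai2 and Ctnnd1 as leading edge genes in Lgr5-EGFP+ cells. Each was higher here in 4 of 4 mice (log2 fold change 0.43, 0.38 and 0.39) and none was past the threshold over all genes (adjusted p of 0.624, 0.884 and 0.884 in edgeR). No alternative set before the data were examined called any of them.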

Other observations

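Tests of the library of VIP-treated mouse 3 against an untreated culture, against mice 1 and 2 and against the untreated culture of mouse 3, of differentiated cells, and both tests of Fig. 4G were chosen only after the results were seen. The other tests were chosen before.

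The library labelled as the second technical replicate of VIP-treated whole organoids of mouse 3 lacked the changes of the other VIP libraries. Over the 881 genes called on the first technical replicate libraries, on a scale from 0 for untreated to 1 for other VIP libraries, it lay at 0.0262, with the 5 untreated libraries from −0.19 to 0.25 and the other 7 VIP libraries from 0.74 to 1.51. S100a6 was at 150.01 CPM in it and at 1635 in the first library of the culture, and Lgals3 at 145 and 1056. Low depth does not account for it: the first library thinned to its total lay at 1.51. A library of mouse 1 or mouse 2 is argued against by Xist at 755 CPM, with 8.40 to 16.5 in mice 1 and 2. Over 2181 genes that VIP did not change, it differed from the untreated library of mouse 3 by 6.27 times the sampling noise, where 5 other pairs of technical replicate libraries differed by 1.11 to 2.32 times, which argues against a second library of that culture. The first library of its own culture was at a similar distance (6.04). The libraries of mouse 4 were at 1.56 to 2.03 times, with Xist at 536 and 647 CPM. Those of mouse 1 and the untreated ones of mouse 2 were at 1.38 to 1.89 times, and all of these lie in the range of technical replicates. The VIP libraries of mouse 2 were above that range, at 2.44 and 3.44 times. Since the untreated ones were within it, this distance does not separate mice 1, 2 and 4. A library from an untreated culture may therefore carry this label, and an untreated culture of mouse 4, which has no untreated library here, stays open. The library was kept under its label, and no condition was assigned from its values.

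In irradiated cells the lists of enterocytes (adjusted p = 1.44e-18 in cameraPR, 1 of 18 members higher, shift −0.65 ± 0.61, lower in 4 of 4 mice), Paneth cells (7.97e-15, 0 of 11, −0.52 ± 0.51, 3 of 4), goblet cells (0.00992, 7 of 17, −0.16 ± 0.20, 3 of 4) and tuft cells (0.0344, 0 of 9, −0.32 ± 0.27, 3 of 4) were lower with VIP. The ranges over the alternatives were 4.59e-88 to 0.526, 8.61e-103 to 0.526 and 5.51e-15 to 0.594 for the first 3. Goblet cells were at 0.0506 without mouse 1 and 0.164 without mouse 3. Enteroendocrine cells did not fall (0.889, higher in 3 of 4). Fewer differentiated cells of every type among the sorted cells would lower each list, and 4 of 5 were lower in at least 3 mice. This count of mice replaced a first form of the test after its result was seen: by the mean shift alone 5 of 5 lists were below 0, with the enteroendocrine list at −0.013, which would have fitted. With 4 mice, and the enteroendocrine list against it, fewer such cells and a change in their genes cannot be told apart. In whole organoids the goblet cell list was higher (17 of 17 members, shift 0.56 ± 0.06, 3 of 3 mice, adjusted p = 2.22e-17).

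Across 6731 genes, the changes with VIP in the first experiment on sorted cells and in the non-irradiated cells of the irradiation experiment had a Spearman rho of 0.1504. Of 128 swaps of labels within mice, 2 gave a rho as large (exact permutation test, p = 0.0156, one-sided), which is consistent with a small shared response. Genes are not independent replicates. With the irradiated cells rho was 0.0942 (p = 0.00781 in the exact permutation test, the smallest possible). S100a6 rose with VIP in irradiated cells (log2 fold change 0.56) and whole organoids (2.62) as well, and Plgrkt fell in whole organoids (−0.48) and non-irradiated cells (−0.84), each past the threshold in edgeR. Fcgbp fell in irradiated cells (−1.05) but rose in whole organoids (0.70). In non-irradiated cells S100a6 (0.26, adjusted p = 0.216 in edgeR) and Fcgbp (−0.50, adjusted p = 0.427) were not past the threshold. Nor was Plgrkt in irradiated cells (−0.25, adjusted p = 0.624 in edgeR). Of the 6 genes, 1, Plgrkt, was past the threshold in the non-irradiated cells. Defa3 and Defa38, higher in the first experiment, had negative changes in irradiated cells (−1.05 with an adjusted p = 0.0566 in edgeR, and −0.34) and in non-irradiated cells (−0.49 and −0.67), and the positive changes of Reg1 (0.55 and 0.40) were not past the threshold in either, though Reg1 rose in whole organoids (1.53, adjusted p = 5.08e-05 in edgeR). Among the 6 genes the directions were thus mixed. They were followed after their values in sorted cells were seen.

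The signs of pathways on the horizontal axis of Fig. 4G, labelled as irradiated control cells, matched those of VIP in non-irradiated cells for 6 of 6 lists and those of irradiation in untreated cells for 1 of 6. A candidate explanation, found from the figure and tested on the same lists, is that the axis shows the VIP effect in non-irradiated cells. That the axis shows the irradiation effect in untreated cells, with its sign as calculated here, is argued against by the 1 of 6. With that sign reversed the other lists would match, and this was not tested and stays open. By fgsea, G2M checkpoint rose with irradiation of untreated cells (normalized enrichment score 1.08), which is its sign on the axis. On the vertical axis 5 of 6 signs matched VIP in irradiated cells.

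Genes that the paper measured by quantitative PCR were also counted. In whole organoids Clca1 rose from 52.2 ± 5.82 to 209.7 ± 26.2 CPM (log2 fold change 2.08, SE 0.10, adjusted p = 5.63e-08 in edgeR, 3 of 3 mice) and Muc2 had a log2 fold change of 0.66 (SE 0.13, adjusted p = 0.00759, 3 of 3 mice). Over the alternatives the highest adjusted p was 0.00117 for Clca1 and 0.641 for Muc2. Lyz1 (0.20, 2 of 3 mice), Lgr5 (0.27, 3 of 3), Dclk1 (−0.60) and Neurod1 (−0.24) had adjusted p-values of 0.481, 0.220, 0.428 and 0.657. Lyz1 passed without mouse 3 (log2 fold change 0.42, adjusted p = 2.56e-05, in a range of 2.56e-05 to 1.00 over the alternatives), with the first technical replicate libraries only (0.40, adjusted p = 0.0247) and without the second VIP library of mouse 3 (0.32, adjusted p = 0.0191). In that library Lyz1 was at 1524 CPM, against 3570 in the first library of the culture and 3158 in the untreated library of mouse 3. The VIP receptor gene Vipr1 was at 27.1 ± 3.04 CPM in untreated whole organoids, and Vipr2 and Adcyap1r1 had at most 1 count in any sorted sample.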
